# Integrative Omics Reveal Female‐Specific Benefits of p16^+^ Cell Clearance in Aging Mice

**DOI:** 10.1002/advs.202509444

**Published:** 2025-10-30

**Authors:** Yao Lin, Boshi Wang, Mengling Huang, Justina C. Wolters, Marco Demaria

**Keywords:** aging, cellular senescence, p16, SASP, senolytics

## Abstract

Aging is marked by the accumulation of cells expressing the cyclin‐dependent kinase inhibitor p16Ink4a. These p16⁺ cells, largely senescent, contribute to inflammation and tissue dysfunction. While eliminating p16⁺ cells improves healthspan, sex‐specific differences in their burden and clearance remain unclear. Through combined transcriptomic, proteomic, and functional analyses, we reveal distinct sex‐dependent dynamics of p16⁺ cells during aging. Female mice accumulate significantly more p16⁺ cells across multiple tissues, particularly in the liver. In the p16‐3MR model, selective ablation of these cells enhances grip strength, promotes skin regeneration, and reduces liver damage exclusively in females. Multi‐omics profiling shows that p16⁺ cell removal shifts female liver expression toward youthful, health‐associated profiles, marked by improved mitochondrial activity and reduced inflammatory signaling—molecular patterns resembling those induced by longevity interventions such as calorie restriction, rapamycin, and acarbose. Integrative analysis of our and independent datasets identifies a conserved transcriptional network involving Srm, Cd36, and Lrrfip1, suggesting shared mitochondrial–immune regulatory mechanisms. Overall, our findings establish p16⁺ cells as critical yet heterogeneous drivers of tissue aging, uncover sex‐specific differences in their abundance and senolytic responsiveness, and support the development of precision senotherapeutics that consider sex as a key biological variable in aging and rejuvenation.

## 1 Introduction

Aging is a multifactorial process characterized by progressive physiological decline across multiple biological levels.^[^ ^1^ ^]^ At the organismal level, aging manifests as reduced strength and resilience, and an increased risk of morbidity and mortality.^[^ ^1^, ^2^ ^]^ Molecular and cellular damage progressively accumulates, accompanied by dysregulated transcriptomic and proteomic profiles, particularly affecting pathways involved in RNA biosynthesis, mitochondrial biogenesis, and inflammation, eventually leading to tissue dysfunction and reduced regenerative capacity.^[^ ^3^, ^4^ ^]^ Notably, age‐related changes exhibit sexual dimorphism, influencing lifespan and disease susceptibility differently between the sexes.^[^ ^5^ ^]^

The field of longevity intervention has advanced rapidly, with dietary and pharmacological strategies demonstrating efficacy in extending lifespan and healthspan.^[^ ^6^, ^7^, ^8^ ^]^ However, most interventions exhibit sex‐dependent effects.^[^ ^5^, ^9^, ^10^ ^]^ For example, calorie restriction (CR), which is known to extend lifespan and healthspan in both rodents and primates, has sex‐specific effects: it reduces fat mass more in young males than females in both mice and overweight or obese humans;^[^ ^11^ ^]^ it influences lifespan differently in male and female mice depending on genetic background;^[^ ^12^, ^13^ ^]^ and among non‐obese healthy adults, it more strongly improves risk factors for cardiovascular disease and type 2 diabetes in men than in women.^[^ ^14^ ^]^ Pharmacologically, acarbose treatment increases the median lifespan by 17% in males compared to 5% in females, with sex‐specific benefits: improved rotarod performance in females and enhanced glucose metabolism in males.^[^ ^15^, ^16^ ^]^ Rapamycin shows a stronger mortality reduction in females (HR = 0.41) than in males (HR = 0.63) across 29 studies.^[^ ^17^ ^]^ The variability in intervention efficacy between the sexes underscores the importance of evaluating longevity strategies separately in males and females. Despite the growing recognition of sex‐specific responses, the molecular and cellular mechanisms underlying these differences remain poorly understood. Identifying the key regulators of sexual dimorphism in aging and the responses to antiaging interventions is a critical unmet need, limiting the development of tailored and broadly effective therapies.

A key strategy for understanding the aging process and the effects of interventions involves genome‐wide omics technologies such as RNA sequencing (RNA‐Seq) and proteomics. For example, the Tabula Muris Consortium analyzed RNA‐Seq data from 17 organs across 10 time points to identify both shared and organ‐specific gene expression changes in males and females.^[^ ^18^ ^]^ Tyshkovskiy et al. conducted RNA‐Seq analyses of eight longevity interventions and later expanded their study to 17 interventions.^[^ ^19^ ^]^ At the protein level, aging and the impact of antiaging interventions have been systematically profiled to identify potential therapeutic targets.^[^ ^20^, ^21^ ^]^ These large‐scale transcriptomic and proteomic datasets not only deepen our understanding of aging biology, but also serve as valuable resources for evaluating sex‐specific responses to interventions.

Cellular senescence is characterized by a stable cell cycle arrest mediated through the upregulation of the cyclin‐dependent kinase inhibitors p21^WAF1/Cip1^ and p16^INK4A^ (encoded by *Cdkn1a* and *Cdkn2a*, respectively, in mice).^[^ ^3^, ^22^, ^23^ ^]^ While p16^INK4A^ expression is one of the most widely used biomarkers of senescence, it does not define the state exclusively. Indeed, p16⁺ cells represent a heterogeneous population, most of which are senescent, but some arise from alternative stress or differentiation programs.^[^ ^24^, ^25^ ^]^

With advancing age, p16⁺ cells accumulate in multiple tissues, where they are generally associated with tissue dysfunction, chronic inflammation, and various age‐related pathologies.^[^ ^26^ ^]^ For example, senescent hepatocytes display impaired fatty acid oxidation, contributing to hepatic lipid accumulation and correlating with the severity of nonalcoholic fatty liver disease (NAFLD).^[^ ^27^ ^]^ Targeting p16⁺ or senescent cells in the liver reduces steatosis, mitigates chemotherapy‐induced toxicity, and attenuates NAFLD progression in mice.^[^ ^27^, ^28^ ^]^

Preclinical studies have demonstrated that selective clearance of p16⁺ cells extends health span and lifespan while reversing age‐related dysfunction.^[^ ^24^, ^29^, ^30^, ^31^, ^32^ ^]^ However, not all p16⁺ cells are deleterious and, in certain contexts, they play beneficial or reparative roles. For instance, transient p16⁺ cells promote optimal wound healing in the skin^[^ ^25^ ^]^ and contribute to liver regeneration following injury.^[^ ^33^ ^]^ Moreover, specific immune populations, particularly macrophages, can exhibit high p16^INK4A^ expression without classical senescence features.^[^ ^34^, ^35^, ^36^ ^]^ Their elimination may disrupt tissue homeostasis or impair regenerative responses.

Thus, while the removal of p16⁺ cells generally confers health benefits, broad ablation strategies may also carry risks, emphasizing the need to define the cellular identity, context, and functional state of p16⁺ cells prior to intervention. In addition, emerging evidence suggests sex‐dependent differences in the accumulation of age‐associated of p16⁺ cells,^[^ ^37^ ^]^ yet the functional consequences of these differences and their impact on clearance outcomes remain poorly characterized.

In this study, we used publicly available datasets and a transgenic reporter model to examine the age‐related accumulation of p16⁺ cells and the effects of their selective clearance in both male and female mice.

## 2 Results

### 2.1 Differential Burden and Clearance Responses of p16⁺ Cells in Aging Male and Female Mice

p16 (encoded by *Cdkn2a*) is a key marker of senescent cells. First, we used a publicly available snRNA‐Seq dataset^[^ ^38^ ^]^ to characterize the sex‐specific temporal dynamics of the burden of *Cdkn2a^+^* senescent cells during natural aging. We included the liver, kidney, heart, stomach, lung, brown adipose tissue (BAT), inguinal white adipose tissue (iWAT), and gonadal white adipose tissue (gWAT). The overall proportion of *Cdkn2a^+^* cells (aggregated across all eight tissues) increased with age in both sexes (**Figure** **1**A). Nevertheless, females exhibited a more rapid accumulation than males between 16 and 23 months of age (Figure 1A). The odds of a cell being *Cdkn2a^+^* in females at 23 months were ≈3‐fold higher than that at 3 months, whereas this increase was 57% lower in males. At 23 months of age, both sexes showed the highest proportion of *Cdkn2a^+^* cells. Thus, we further examined the tissue‐specific proportions at this age and found that four of the eight tissues (liver, lung, iWAT, and gWAT) showed a significantly higher proportion of *Cdkn2a^+^* cells in females than in males (Figure 1B), whereas the remaining tissues exhibited no sex difference. As the liver is a key driver of sex differences in metabolism, we further investigated sex‐ and age‐dependent dynamics in the liver and confirmed that aged females accumulated more *Cdkn2a^+^* senescent cells (Figure 1C). To further dissect the observed increase in *Cdkn2a⁺* cells with age, we analyzed organ‐ and cell type–specific changes in *Cdkn2a⁺* cell proportions and overall cell‐type composition at 6 and 23 months in both sexes (Table S1, Supporting Information). In the female liver specifically, immune cell types, including lymphoid and myeloid cells, show both an intrinsically higher proportion of *Cdkn2a⁺* cells and increased abundance at 23 months compared to 6 months. In contrast, hepatocytes exhibit a higher proportion of *Cdkn2a*⁺ cells with age, despite a reduction in their overall abundance, possibly as a consequence of age‐associated changes in cell composition. These findings suggest that the age‐related increase in *Cdkn2a⁺* cells in female mice results from a combination of cell‐intrinsic upregulation and population‐level shifts in cell‐type composition. Since single‐nucleus RNA sequencing (snRNA‐Seq) captures only nuclear transcripts and may therefore provide an incomplete view of cellular transcriptomes, we complemented the nuclear transcriptomic analysis by evaluating the burden of senescent cells in the liver across sexes and ages using an independent bulk RNA‐Seq dataset,^[^ ^18^ ^]^ which includes both nuclear and cytoplasmic transcripts. Consistent with the snRNA‐Seq findings, the livers of aged females exhibited a higher score for the senescence‐gene set signature SenMayo^[^ ^39^ ^]^ (Figure 1D), indicating a higher number of senescent cells.

**Figure 1:**
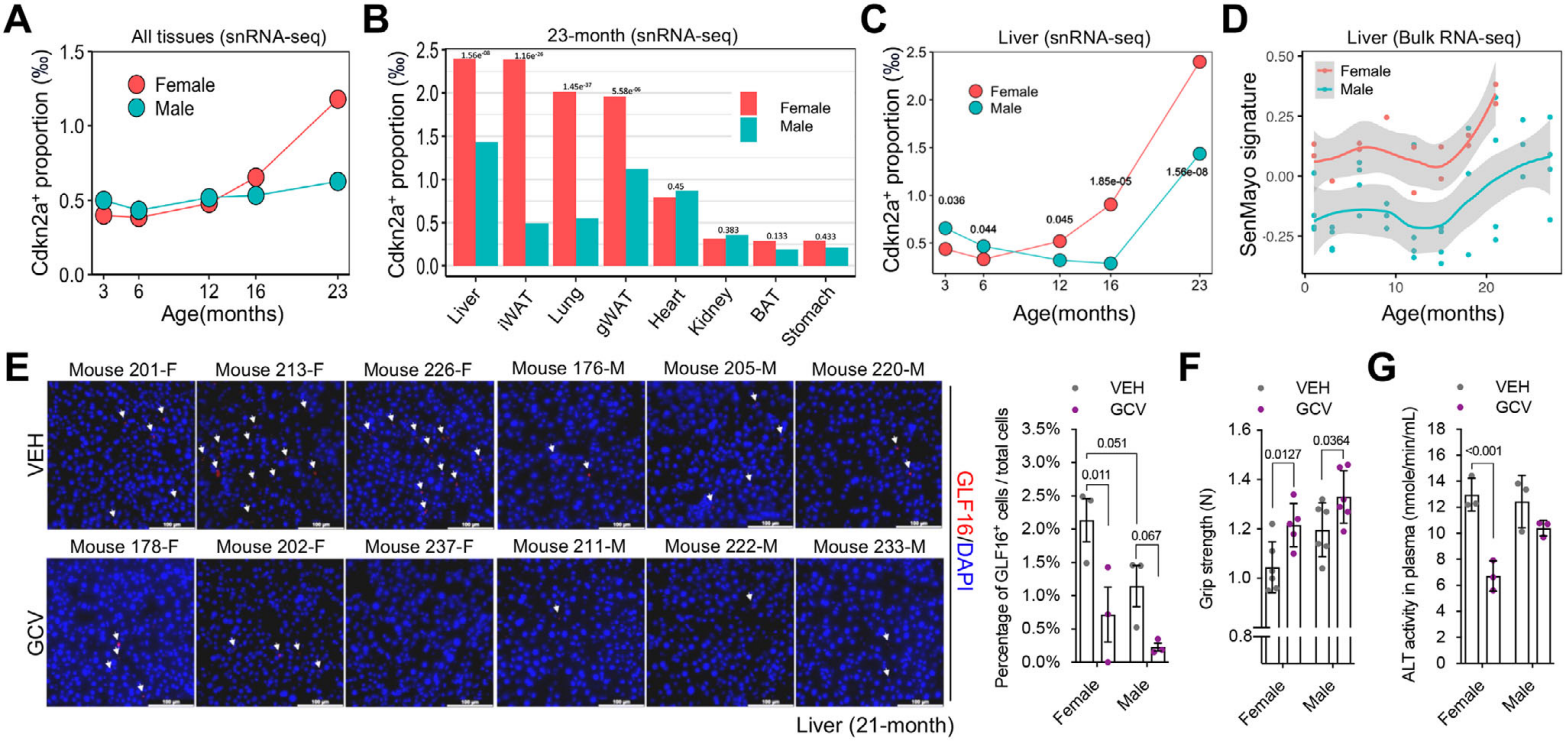
Differential burden and clearance responses of *Cdkn2a*⁺ cells in aging male and female mice. A) Proportions of *Cdkn2a*⁺ cells in wild‐type female and male C57BL/6 mice across five age groups (3, 6, 12, 16, and 23 months). The proportions were aggregated from eight core tissues: liver, kidney, heart, stomach, lung, brown adipose tissue (BAT), inguinal white adipose tissue (iWAT), and gonadal white adipose tissue (gWAT). Cells with nonzero *Cdkn2a* expression were classified as *Cdkn2a* ^+^ cells. Total cells analyzed per age group for females. *n* = 721919, 1232847, 1156100, 639357, 1309937. For males: *n* = 617989, 130691, 1243660, 626931, 1200416. B) Tissue‐ and sex‐specific proportions of *Cdkn2a*⁺ cells in 23‐month‐old mice. Significance was assessed using a two‐sided Pearson's chi‐squared test. Total cells analyzed per tissue for females (left to right): *n* = 150937, 88531, 222278, 99653, 208633, 291790, 154873, 93242. For males: *n* = 125421, 93105, 189061, 90758, 199121, 314457, 122636, 65857. C) Age‐ and sex‐dependent proportions of Cdkn2a⁺ cells in liver tissue. Significance was assessed using a two‐sided Pearson's chi‐squared test. Total cells analyzed per age group for females. *n* = 116634, 178409, 90474, 114022, 150937. For males: *n* = 102217, 207937, 96930, 52267, 125421. Analyses in panels (A)–(C) were based on the publicly available single‐nucleus RNA‐Seq dataset GSE247719 (*N* = 2 mice/group at 3 and 16 months; *N* = 4 mice/group at 6, 12, and 23 months). D) Age‐ and sex‐dependent senescence signature scores (SenMayo gene sets) from gene set variation analysis (GSVA) based on liver bulk RNA‐Seq GSE132040. Trend lines show LOESS smoothing (span = 0.75) with 95% confidence intervals. Each point represents a mouse. E) Representative images and quantification of GLF16 staining in the livers of 21‐month‐old VEH‐ or GCV‐treated p16‐3MR female and male mice (scale bar = 100 µm, *N* = 3 mice/group). F) Grip strength measurement in 24‐month‐old VEH‐ or GCV‐treated p16‐3MR female and male mice (*N* = 5 or 6 mice/group). G) Plasma alanine aminotransferase (ALT) activity in 21‐month‐old VEH‐ or GCV‐treated p16‐3MR female and male mice (*N* = 3 per group). For (E), (F), and (G), two‐way ANOVA (Fisher's LSD test), data are shown as the mean ± SD, and *p*‐values are labeled on the graphs. GCV, ganciclovir, was dissolved in pH11 water. VEH, vehicle (pH11 water).

Given the sex‐dependent accumulation of *Cdkn2a^+^* cells during natural aging, particularly in the liver (Figure 1A–D), we sought to determine whether there was any sex‐specific differential response to p16^+^ cell clearance. For this, we used the p16‐3MR mouse model, in which a 3MR cassette was knocked into the p16^Ink4a^ locus within a BAC, such that its expression reflects transcriptional activation of p16. The HSV‐tk component of the 3MR transgene allows for selective elimination of p16^+^ cells through the administration of the prodrug ganciclovir (GCV).^[^ ^25^ ^]^ We treated middle‐aged male and female p16‐3MR mice (16‐18 months of age) with one round of vehicle (VEH) or GCV (five consecutive days) every month, followed by a series of analyses (Figure S1A, Supporting Information). qPCR analysis of p16 using selective primers confirmed increased expression in aged livers and lungs compared to the young controls (Figure S1B, Supporting Information). Aged females exhibited higher p16 relative expression level compared to young counterparts, and GCV treatment significantly reduced p16 expression (Figure S1B, Supporting Information). Using GLF16 fluorescence staining, a recently developed senescence reporter that detects lysosomal β‐galactosidase activity independent of pH,^[^ ^23^, ^40^ ^]^ we independently confirmed that the proportion of senescent cells was higher in aged female livers than in males, with a trend toward statistical significance (*p* = 0.051), and that GCV led to a more significant reduction in p16⁺ cells in females (Figure 1E and Figure S2A, Supporting Information). Furthermore, we stained for IL1α — a well‐established SASP factor and senescence marker — in aged livers and discovered that VEH‐treated aged females exhibited higher IL1α abundance compared to males. Importantly, GCV treatment significantly reduced IL1α levels (Figure S2B, Supporting Information), further supporting the efficacy of GCV treatments in clearing senescent cells. To assess the overall functional health and frailty in aged mice, we measured forelimb grip strength, a widely used surrogate for musculoskeletal integrity and physical performance. Clearance of p16⁺ senescent cells led to improved grip strength in both sexes, but the effect was significantly stronger in aged females, suggesting a sex‐specific advantage of senescent cell removal (Figure 1F).

In the skin, removal of p16⁺ cells during active wound healing can impair optimal tissue repair in both young and aged mice.^[^ ^24^, ^25^ ^]^ In contrast, the clearance of senescent cells that naturally accumulate with age has been shown to reduce the signs of aging and promote faster wound healing.^[^ ^41^ ^]^ Similarly, long‐term GCV‐treated aged females, but not males, exhibited a better‐preserved skin architecture with larger hair follicles, significantly thicker dermis and epidermis (Figure S3A, Supporting Information), and improved wound healing capacity (Figure S3B, Supporting Information). In the liver, senescent cells contribute to tissue dysfunction and elevated ALT levels, and their clearance reduces liver damage and improves tissue health. Consistent with reduced liver damage, GCV‐treated mice showed lower plasma ALT levels, with the reduction being significantly greater in females than in males, relative to their respective sex‐matched vehicle‐treated controls (Figure 1G). Taken together, these findings demonstrate that aged female mice show higher level of p16^+^ cells and derive greater functional benefits from their clearance, including increased grip strength, enhanced skin regeneration, and reduced liver damage.

### 2.2 Clearance of p16⁺ Cells in Aged Female Livers Recapitulates Effects of Antiaging Interventions

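RNA-seq data from the livers of 12 p16-3MR mice were analysed, with 3 mice in each of 4 groups: GCV-treated females (mice 31, 33 and 35), VEH-treated females (27, 28 and 29), GCV-treated males (30, 32 and 34) and VEH-treated males (24, 25 and 26). In these mice, p16⁺ cells carry a viral thymidine kinase that turns GCV into a toxic product. Treatment started at 16 to 18 months of age and was given as 5 injections per month. The paper's methods give a GCV dose of 25 mg/kg, and the labels deposited with the data give 150 mg/kg. The legend of Fig. 4B gives the age of the GCV-treated females as about 28 months. Libraries were made with Smart-3SEQ, which sequences the 3′ ends of transcripts, and all 12 belong to batch 1. The authors estimated transcript abundance with Salmon, summed it to genes with tximport, excluded genes with fewer than 3 reads, and deposited estimated counts per gene as whole numbers that are not scaled for library size. Between 5005760 and 7160172 counts per liver fell on the 21755 genes of the table, with medians of 6022883 in GCV-treated females, 6969626 in VEH-treated females, 5681335 in GCV-treated males and 5394089 in VEH-treated males. The smallest share that could be shown in a liver, 3 counts of its total, lay between 0.419 and 0.599 CPM (counts per 1e6). Counting of single molecules is not described in the paper's text, so this floor covers counting error only. Counts were normalized with edgeR's TMM factors, and all 12 livers were fitted together with 1 mean per group. Group differences were tested with edgeR's quasi-likelihood test and adjusted over all genes by the Benjamini-Hochberg method. The common dispersion was 0.312, a biological coefficient of variation of 55.8%. Counts of Xist were between 1577 and 6483 in the female livers and between 0 and 2 in the male livers, and the summed counts of 4 Y-linked genes were between 0 and 1 in females and between 386 and 951 in males. In GCV-treated female 33, the 10 largest genes held 73.7% of the counts and mitochondrially encoded genes held 64.0%. Across the other 11 livers these shares were 20.9 to 31.3% and 12.3 to 22.4%. Counts fell on 13409 genes in liver 33 and on 16804 to 18659 genes in the other 11 livers. The TMM factor of liver 33 was 0.259, against 0.850 to 1.80 in the others. CPM values of genes are divided by TMM-scaled library sizes, whereas the floor above is a share of raw totals. On the scale used for genes, the floor of liver 33 is therefore higher than the range given. The test was tried on simulated counts with the means, library sizes and dispersions of these livers, in which 200 genes were changed in females. It recovered 0 of the 200 genes at a log2 fold change of 1, 25 at a log2 fold change of 2 and 133 at a log2 fold change of 3.

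**Figure D1:**
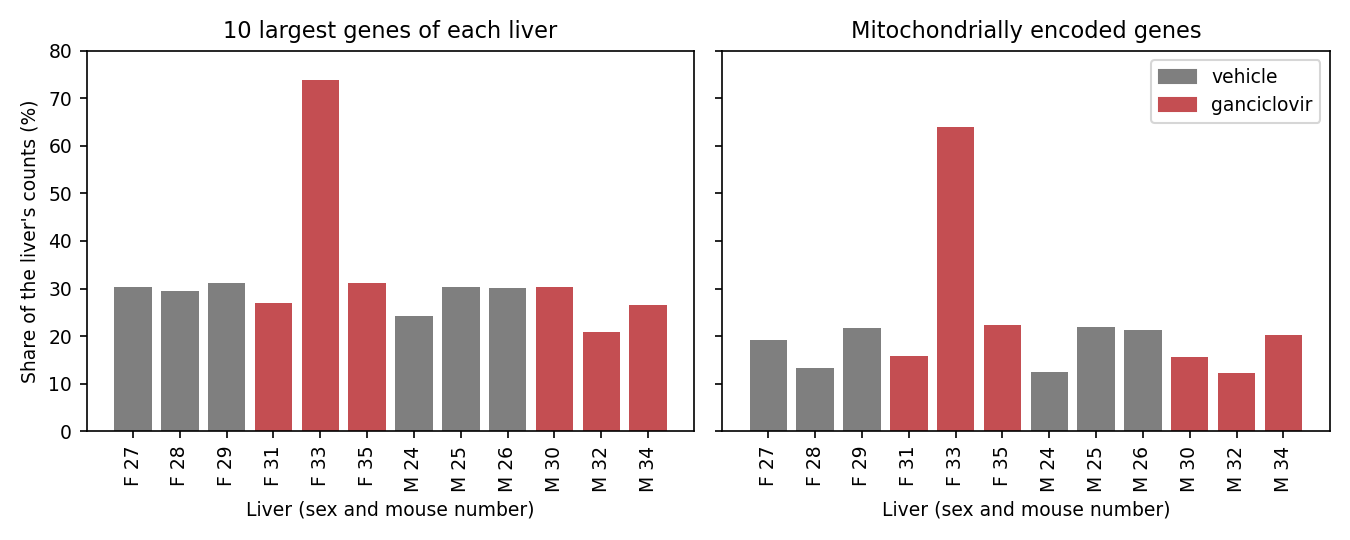
Share of each liver's counts (percent) held by its 10 largest genes (left) and by mitochondrially encoded genes (right) in the 12 p16-3MR livers, with 1 bar per liver, vehicle in grey and GCV in red. GCV-treated female 33 stands at 73.7% and 64.0%, and the other 11 livers reach at most 31.3% and 22.4%.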

To identify the molecular mediators underlying the beneficial effects of p16⁺ cell clearance, we performed genome‐wide transcriptomic profiling of liver tissue from p16‐3MR mice treated with vehicle (VEH) or ganciclovir (GCV). Differential gene expression analysis was conducted and contextualized through integrative comparisons with publicly available RNA‐seq datasets representing natural aging and pharmacological or dietary antiaging interventions. For aging‐associated transcriptomic signatures, we utilized the Tabula Muris Senis dataset, which provides high‐resolution RNA‐seq data across 10 age points and for both sexes.^[^ ^18^ ^]^ To assess overlap with established longevity paradigms, we incorporated data from Tyshkovskiy et al.,^[^ ^19^ ^]^ which included RNA‐seq profiles from male and female mice subjected to calorie restriction (CR), rapamycin, or acarbose, three of the most extensively characterized lifespan‐extending interventions.^[^ ^42^, ^43^, ^44^ ^]^

Aged p16‐3MR mice exhibited a strong transcriptional response to GCV‐induced p16^+^ cell clearance, particularly in females. Indeed, differential expression analysis identified 199 DEGs in GCV‐treated versus VEH‐treated female livers, compared to only 9 DEGs in males (**Figure** **2**A,B; Table S2, Supporting Information). 

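The difference between the sexes in the response to GCV was tested for each gene as the change in females minus the change in males. The lowest adjusted p-value among the 21755 genes was 0.976 (edgeR's quasi-likelihood test, Benjamini-Hochberg), so 0 genes were called at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05, 822 genes differed between the sexes, 416 with a higher and 406 with a lower response in females. Without each of the 12 livers in turn, this number lay between 485 and, without VEH-treated male 24, 1835 (332 higher and 1503 lower). With DESeq2 in place of edgeR, 3 genes were called, and between 1 and 185 without each of the 12 livers in turn (185 without VEH-treated male 24, 172 of them with a lower response in females).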

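In GCV- versus VEH-treated females, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes at an adjusted p-value under 0.05, and the lowest adjusted p-value was 0.646. At an unadjusted p-value under 0.05, 1603 genes differed, of which 1098 were higher and 505 lower after GCV. In the other edgeR fits, the balance of higher to lower genes lay between 529 to 471 (without liver 33) and 1096 to 397 (without GCV-treated female 31), with 794 to 702 when only the 6 female livers were fitted. In males, 0 genes were called and every adjusted p-value was 1. At the unadjusted threshold, 416 genes differed in males, 239 higher and 177 lower. Without each male liver in turn, this number lay between 197 and, without VEH-treated male 24, 1677 (1356 higher and 321 lower). DESeq2, which the paper used, called 86 genes in females on the same counts, 70 higher and 16 lower, and 5 genes in males. limma-voom with sample quality weights called 7 genes in females and 145 in males. In that fit GCV-treated male 30 had a weight of 5.85, against 0.311 and 0.521 for GCV-treated males 32 and 34. The male comparison by this method thus rests mostly on 1 GCV-treated liver. Without liver 33, DESeq2 called 28 genes, and 16 of these were among the 86. Without each of the 6 female livers in turn, it called between 23 genes and, without GCV-treated female 35, 791 genes, and 6 of the 86 genes were called in all 6 of these fits. In males, the fits without each liver in turn called between 3 and 57 genes. In the simulated counts described for these livers, DESeq2 called 1, 91 and 161 of the 200 changed genes at log2 fold changes of 1, 2 and 3. It also called 8, 35 and 47 unchanged genes. In the males of the same simulations, where no gene was changed, it called 17, 8 and 7 genes. The available part of Table S2 covers 1998 of the tested genes, 17 of which the paper calls in females. For 16 of these 17 genes the log2 fold change had the direction given in Table S2, and 13 had an unadjusted p-value under 0.05 in edgeR's test. DESeq2 called 5 of the 17 on the deposited counts.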

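Spearman correlations between pairs of p16-3MR livers were computed across 12409 genes on log2 CPM, as a description of these livers, since genes are not independent replicates. Pairs of VEH-treated females correlated between 0.938 and 0.950, and pairs of GCV-treated females between 0.717 and 0.897. Pairs of a GCV- and a VEH-treated female lay between 0.705 and 0.950. Correlations between pairs of GCV-treated males were 0.635 to 0.888, and between pairs of VEH-treated males 0.811 to 0.961. Pairs of a female and a male lay between 0.633 and 0.940. For 11 of the 12 livers, the liver with the highest correlation was of the same sex, and for 5 of the 12 it was of the same sex and treatment. GCV-treated female 33 was at most 0.755 with any other liver.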

Hierarchical clustering of these DEGs revealed distinct sex‐ and treatment‐specific expression patterns, with GCV‐ and VEH‐treated female samples forming separate clusters from the male samples (Figure 2B). To control for potential off‐target effects of GCV, wild‐type (WT) mice were treated with three cycles of VEH or GCV, followed by liver RNA‐seq. 

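Livers of 12 wild-type mice were analysed, with 3 mice in each group (females 4, 5 and 6 and males 1, 2 and 3 under each treatment). Treatment started at 6 months of age and lasted 3 months, so these mice were younger than the p16-3MR mice, and their libraries belong to batch 2. The genotypes therefore cannot be told apart from the batches, and each was fitted on its own. The authors processed these libraries in the same way and deposited estimated counts for 12643 genes. In this table 9 lower-case letters (b, e, g, l, m, n, o, s and y) are missing from the gene labels. A label was given a symbol only where exactly 1 mouse symbol becomes that label when these letters are taken out. This held for 10496 labels, while 2067 matched several symbols and 80 matched none, and only 4028 labels are themselves a symbol. Between 3084517 and 5667904 counts per liver fell on genes, with medians of 3973133 in GCV-treated females, 3963188 in VEH-treated females, 3782717 in GCV-treated males and 4963575 in VEH-treated males. The floor of 3 counts was between 0.529 and 0.973 CPM. Counts fell on 10827 to 11408 genes per liver, and 3.20 to 4.53% of the counts fell on mitochondrially encoded genes. The common dispersion was 0.0276, a biological coefficient of variation of 16.6%. The Y-linked genes had between 191 and 334 counts in males and between 0 and 1 in females. In simulated counts made from these livers, the same test recovered 132 of 200 genes with a log2 fold change of 1.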

Principal component analysis (PCA) demonstrated clustering primarily by sex, with no clear separation between the treatment groups (Figure S4A, Supporting Information). 

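In the principal component analysis of log2 CPM over all 12643 genes, the first component held 30.2% of the variance and the second 11.2%. Every female liver scored between 24.5 and 37.1 on the first component, and every male liver between -35.6 and -25.9. Neither component separated GCV- from VEH-treated livers in either sex, although the second did in females without VEH-treated female 5 and in males without VEH-treated male 1. The number of genes moved the shares most. Over the 500 most variable genes, the first component held 57.3% of the variance. Across the same livers, Spearman correlations over 8613 genes were 0.959 to 0.980 within a sex and 0.932 to 0.954 between the sexes. The liver with the highest correlation was of the same sex for all 12 livers and of the same sex and treatment for 6.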

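In wild-type females, 1 gene passed an adjusted p-value of 0.05, and 577 genes had an unadjusted p-value under 0.05 (284 higher and 293 lower after GCV). The gene is labelled Fap5 in the table, which matches Fabp5 alone, a fatty acid-binding protein gene whose reads the authors' counting could have split with pseudogenes. Its expression was 200 ± 14.4 CPM (SD, n = 3) in GCV-treated and 653 ± 147 CPM (SD, n = 3) in VEH-treated females, a log2 fold change of -1.70 (standard error 0.24, adjusted p = 0.00927 from edgeR's quasi-likelihood test). Its log2 fold change stayed between -1.88 and -1.57 with each female liver left out in turn, and its adjusted p-value passed the threshold in 2 of those 6 fits. In wild-type males, 0 genes passed and 640 had an unadjusted p-value under 0.05, with a lowest adjusted p-value of 0.357. In males Fabp5 had a log2 fold change of 0.56 (adjusted p = 0.889 from the same test). Replicate numbers are shared between the treatments in wild-type mice, and adding them as a replicate block gave 106 genes in females and 68 in males. The mean correlation of log2 values between livers of different treatments, after the group means were removed, was 0.138 for the 3 same-numbered pairs of males (from -0.0663 to 0.283) and -0.0696 for the 6 pairs with different numbers (from -0.349 to 0.170). In females it was -0.0334 and 0.0167. Removing the group means forces these means toward opposite signs, so they give no clear basis for a replicate block in either sex. The livers nearest to GCV-treated males 1 and 2 were the same-numbered VEH-treated males (Spearman's rho 0.969 and 0.976). The liver nearest to GCV-treated male 3 was VEH-treated male 1 (0.967). For each GCV-treated female, the nearest liver was another GCV-treated female. Of the genes readable in Fig. S4 that could be matched, Cyp2c69 (label Cp2c69) had the largest change in males, a log2 fold change of 1.88 (standard error 0.42, adjusted p = 0.383, edgeR), from 9.98 ± 7.79 CPM (SD, n = 3) after GCV and 2.53 ± 1.08 CPM (SD, n = 3) after VEH. Gm4294 (label G4294) had 0 counts in all 3 GCV-treated females and 264, 110 and 156 counts in VEH-treated females (adjusted p = 0.333, edgeR). In males its counts were 0, 0 and 79 after GCV and 162, 0 and 0 after VEH, so it varied between livers of the same treatment. DESeq2 called 17 genes in females (5 higher and 12 lower) and 1 in males.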

Correspondingly, differential expression analysis identified only 12 and 7 DEGs in females and males, respectively (adjusted *p* < 0.05; Figure S4B,C, Supporting Information), indicating an insignificant transcriptional impact of GCV in the absence of the p16‐3MR transgene. Collectively, these results confirm that the observed transcriptomic changes in p16‐3MR mice are driven by the targeted elimination of p16⁺ cells rather than the nonspecific effects of GCV.

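A total of 10172 genes could be matched between the p16-3MR and the wild-type tables. Across these genes, the Spearman correlation of the log2 fold changes of both genotypes was -0.0575 in females and 0.0151 in males. The median absolute log2 fold change in females was 0.50 in p16-3MR mice and 0.22 in wild-type mice, with median standard errors of 0.59 and 0.32. Of the matched genes, 832 had an unadjusted p-value under 0.05 in p16-3MR females, 51 of these also had one in wild-type females, and 19 of the 51 changed in the same direction. The difference between the genotypes was not tested, because age, length of treatment and batch differ with genotype. The paper uses wild-type mice to control for off-target effects of GCV, and from their principal components, without a clear separation by treatment, and the few genes called in them it concludes that the changes in p16-3MR mice come from the loss of p16⁺ cells.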

**Figure 2:**
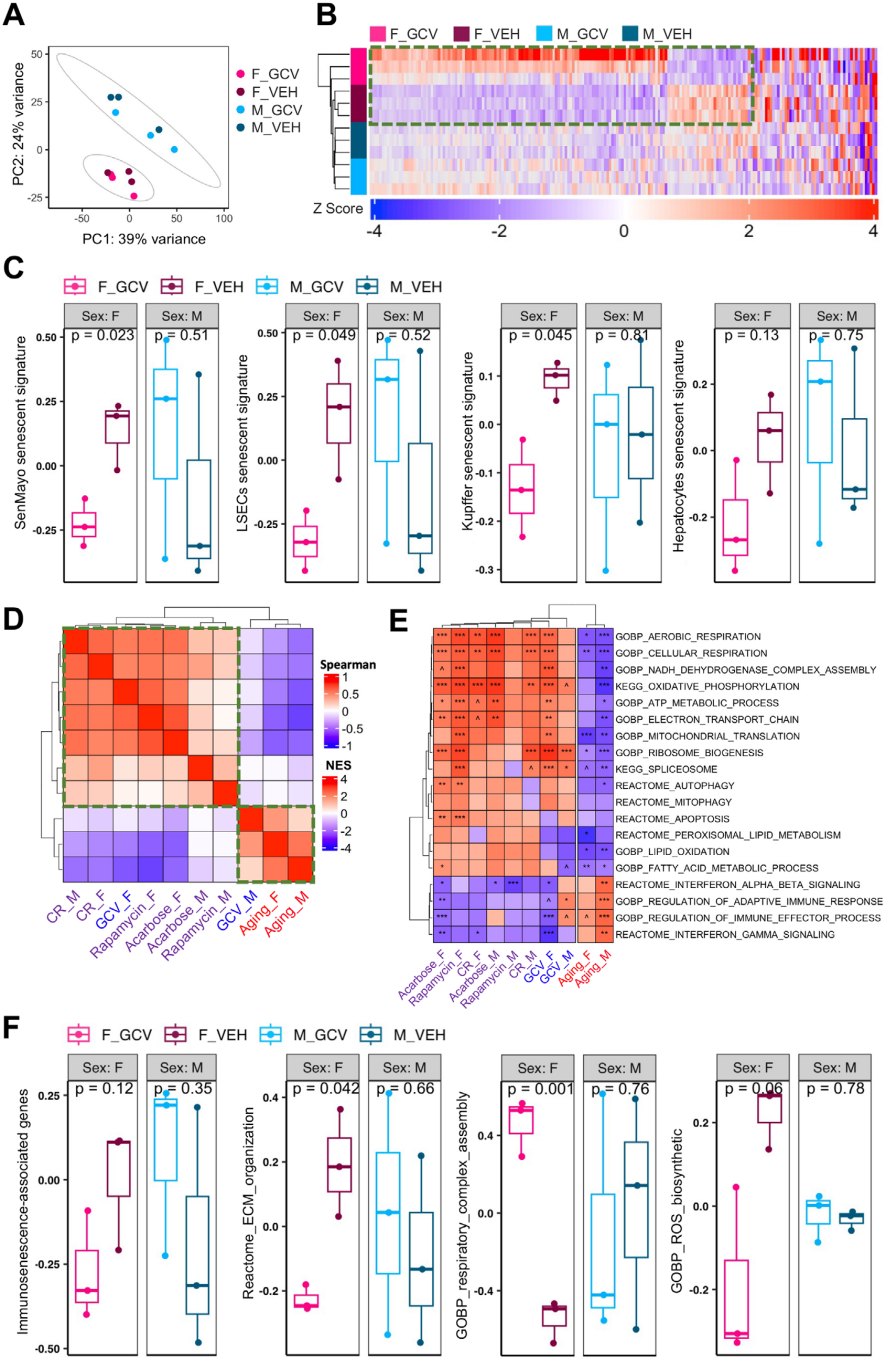
Clearance of p16^+^ cell in aged female livers recapitulates effects of antiaging interventions. A) Principal component analysis (PCA) of bulk RNA‐Seq data from the livers of p16‐3MR female and male mice treated with VEH or GCV (*N* = 3 per group). B) Heatmap of mean‐centered expression values of differentially expressed genes (DEGs) between GCV‐ and VEH‐treated p16‐3MR female and male mice (*N* = 3 per group). A list of DEGs is shown in Table S2 (Supporting Information). C) Gene set variation analysis (GSVA) scores for general (SenMayo) and cell type‐specific (LSECs, Kupffer, Hepatocyte) senescent gene sets in GCV‐ and VEH‐treated p16‐3MR female and male mice. Data were analyzed using a two‐sided Student's *t*‐test (*N* = 3 mice per group). D) Heatmap showing pairwise Spearman correlations based on normalized enrichment scores (NES) from gene set enrichment analysis (GSEA) of the aging process, classical antiaging interventions, and GCV treatment (both sexes). Only gene sets with adjusted *p*‐values < 0.1 were included in the correlation analysis. GSEA was performed on genes ranked by expression changes, and enrichment scores were normalized across gene sets. Gene sets were derived from REACTOME, KEGG, and Gene Ontology (GO Biological Processes) collections from the MSigDB database. Color intensity indicates the strength of correlation between groups. The green box highlights clusters in which mouse groups show stronger correlations within the cluster than with mouse groups outside the cluster. E) Heatmap displaying NES of selected gene sets from GSEA comparing the aging process, antiaging interventions, and GCV treatment (both sexes). The color scale represents the NES values. Significance thresholds: ***p < 0.001, **p < 0.01, *p < 0.05, ^*p* < 0.1 (multiple testing adjusted by Benjamini–Hochberg). The list of enriched functions is presented in Table S4 (Supporting Information). F) GSVA signature changes in key pathways in p16‐3MR female and male mice treated with GCV and VEH (*N* = 3 per group). Data were analyzed using two‐sided Student's *t*‐test.

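Over all 21755 genes, the first principal component held 30.7% of the variance between the p16-3MR livers and the second 26.6%. On the first component, GCV-treated female 33 scored 154 and GCV-treated male 32 scored 97.2, and the other 10 livers lay between -62.8 and 46.2. On the second component the 3 GCV-treated females scored 29.3, 37.2 and 139 and the 3 VEH-treated females -24.5, -20.7 and 16.5, so the treatments did not overlap in females. The sexes overlapped on both components, and so did the treatments in males. Leaving out liver 33 moved these shares most, to 39.7% and 12.9%. Over the 500 most variable genes, the second component separated the sexes and no longer separated the treatments in females. Without GCV-treated male 32, the second component over all genes did not separate them either. Without VEH-treated male 24, the first component separated the treatments in males.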

To validate the effective clearance of senescent cells following GCV administration in p16‐3MR mice, we analyzed RNA‐seq data using established senescence‐associated gene signatures. These include the SenMayo composite signature as well as liver cell type‐specific senescence signatures for liver sinusoidal endothelial cells (LSECs), Kupffer cells, and hepatocytes.^[^ ^39^, ^45^ ^]^ In aged female mice, all four signatures exhibited reduced expression following GCV treatment, with three showing a statistically significant downregulation (Figure 2C). In contrast, no reduction in signature expression was observed in the GCV‐treated males. These results are consistent with previous experimental evidence (Figure 1E) and support more efficient depletion of p16^+^ cells in female p16‐3MR mice in response to GCV.

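The published SenMayo and cell type-specific signatures were not available. In their place, 3 sets were scored: the Reactome sets for the senescence-associated secretory phenotype (SASP, 52 genes) and for cellular senescence (112 genes), and a hand-written list of 118 secretory genes, of which 11 are not in the table. The hand-written list was recalled from memory after the SenMayo signature and was not checked against it. It is therefore neither that signature nor a set independent of it. GSVA gives each liver a score for how high the genes of a set rank within it, and scores were computed on log2 CPM with a prior count of 2 over the 12 p16-3MR livers. In females, the Reactome SASP score was -0.0163 ± 0.170 (SD, n = 3) after GCV and -0.00892 ± 0.110 (SD, n = 3) after VEH (two-sided exact permutation test, p = 0.9). The cellular senescence score was -0.0888 ± 0.139 (SD, n = 3) after GCV and -0.00478 ± 0.0509 (SD, n = 3) after VEH (exact permutation test, p = 0.4). The score of the hand-written secretory list was -0.213 ± 0.145 (SD, n = 3) after GCV and 0.0993 ± 0.135 (SD, n = 3) after VEH, without overlap (exact permutation test, p = 0.1, the smallest that 3 livers against 3 allow, and 0.15 after Benjamini-Hochberg adjustment). Of its genes, 67 were lower and 36 higher in GCV-treated females, with a median log2 fold change of -0.40. By edgeR's test, 8 of them had an unadjusted p-value under 0.05, 1 had an adjusted p-value under 0.05 over the list alone and 0 over all genes. Leaving out each liver in turn moved the SASP difference most, from -0.0679 to 0.114, and kept the difference of the hand-written list between -0.371 and -0.218. The paper takes lower senescence signatures in females, together with its Fig. 1E, as support for more efficient removal of p16⁺ cells in females.

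**Figure D2:**
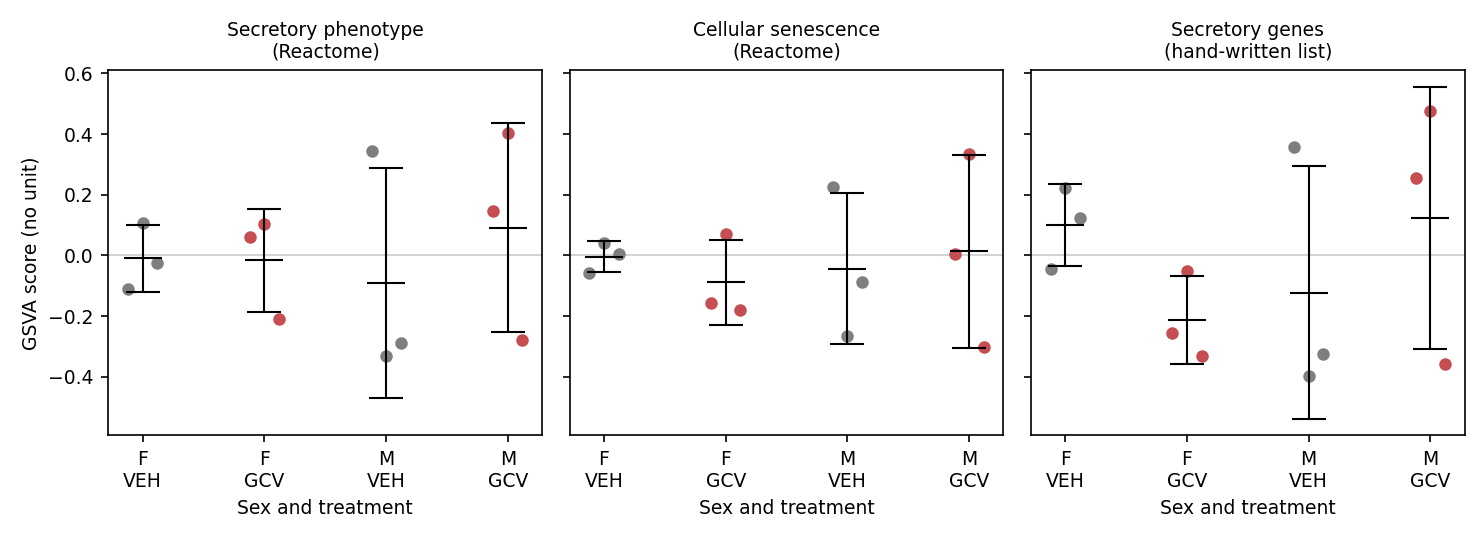
GSVA scores (no unit) of 3 senescence gene sets in p16-3MR livers, by sex and treatment. Points are livers, and bars with whiskers are the mean and SD of 3 livers. For the hand-written secretory list, the GCV-treated females lie at or below -0.0506 and the VEH-treated females at or above -0.0453.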

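In males, the Reactome SASP score was 0.0911 ± 0.345 (SD, n = 3) after GCV and -0.0913 ± 0.379 (SD, n = 3) after VEH (two-sided exact permutation test, p = 0.5). The score of the hand-written secretory list was 0.124 ± 0.432 (SD, n = 3) after GCV and -0.122 ± 0.416 (SD, n = 3) after VEH (exact permutation test, p = 0.6). The spread between males under the same treatment was thus larger than the difference between treatments. For the difference between the sexes in the response to GCV, a permutation test within each sex gave p = 0.125 for the hand-written list, 0.565 for the SASP set and 0.55 for cellular senescence. For the 9 sets tested in this way, the lowest of these p-values after Benjamini-Hochberg adjustment was 0.225. In males 76 genes of the hand-written list were higher and 31 lower after GCV, with a median log2 fold change of 0.58.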

To evaluate the molecular parallels between p16⁺ cell clearance and established antiaging interventions, we compared liver RNA‐seq profiles from GCV‐treated p16‐3MR mice with publicly available transcriptomic datasets from aged versus young mice and from aged mice treated with interventions such as calorie restriction, rapamycin, or acarbose. For each dataset, we independently performed differential gene expression and gene set enrichment analyses (GSEA), followed by cross‐dataset comparisons (see the Experimental Section). At the gene level, Spearman's correlation analysis revealed strong positive correlations between transcriptional changes in GCV‐treated aged females and those observed in longevity interventions, particularly calorie restriction (both sexes), rapamycin, and acarbose (females) (Figure S5A and Table S3, Supporting Information). Conversely, the gene expression profiles of GCV‐treated females were negatively correlated with aging‐associated transcriptomic signatures. 

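The p16-3MR livers were compared with the paper's scores for the other conditions in the available part of Table S3, over 1981 genes. The paper correlated only genes past its threshold in any condition. No such filter was applied here to the available rows, so the gene sets may differ. Each gene's score here was -log10 of its adjusted p-value from edgeR's test, with the sign of its log2 fold change, as the paper's formula defines it. In females the lowest adjusted p-value from edgeR's test was 0.646, so these scores all lay close to 0. The paper's scores for GCV in Table S3 instead match unadjusted p-values of DESeq2. The rho from the paper's own scores and the rho here therefore rest on unlike scores. All values are correlations across genes, which are not independent replicates. In GCV-treated females, Spearman's rho was 0.217 with rapamycin in females and -0.170 with rapamycin in males. With calorie restriction it was 0.0524 (females) and 0.0481 (males), and with acarbose 0.0379 (females) and -0.0740 (males). Over the same part of Table S3, the paper's own scores give 0.230 and -0.170 for rapamycin, 0.0554 and 0.0509 for calorie restriction, and 0.0420 and -0.0802 for acarbose. Leaving out each female liver in turn moved these values most, from 0.0605 to 0.363 for rapamycin in females, from -0.0329 to 0.121 for calorie restriction in females and from -0.0214 to 0.0769 for acarbose in females.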

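With aging in males, rho in GCV-treated females was -0.200, between -0.295 and -0.0531 when each liver was left out in turn. With aging in females it was 0.00709, between -0.0733 and 0.0446 when livers were left out. All 10 divisions of the 6 female livers into 3 and 3, the real one included, were compared, a choice made after seeing the results. Of these, 6 gave a rho on log2 fold changes at least as far from 0 for aging in males and 9 for aging in females. The number was 7 for rapamycin in females, 8 for calorie restriction in each sex, and 10 and 6 for acarbose in females and males. For rapamycin in males, only the real division was as far from 0 (1 of 10). The values from the paper's own scores over the available part of Table S3 are -0.207 for aging in males and 0.00234 for aging in females.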

Hierarchical clustering further supported these results, with GCV‐treated female samples clustering closely with antiaging interventions, whereas GCV‐treated male samples clustered with aging profiles (Figure S5A,B, Supporting Information). 

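Gene set enrichment analysis was run with fgsea on the genes ranked by the signed -log10 of the unadjusted p-value, over 728 mouse Reactome sets of 15 to 500 genes. KEGG and Gene Ontology sets were not used here. In p16-3MR females, 128 sets had an adjusted p-value under 0.1 (Benjamini-Hochberg), 65 higher and 63 lower after GCV. In males there were 135 such sets, 105 higher and 30 lower. camera, which allows for correlation between the genes of a set, moved these counts most, to 0 sets in both sexes, with 45 sets in females and 20 in males at an unadjusted p-value under 0.05. In females the normalized enrichment score (NES) of respiratory electron transport (75 genes) was 2.42 (adjusted p = 4.04e-09, fgsea), between 2.08 and 2.80 when each liver was left out in turn. The NES of mitochondrial translation (87 genes) was 2.15 (adjusted p = 1.16e-06, fgsea), and that of the joint set of the citric acid cycle and respiratory electron transport (133 genes) was 2.25. The citric acid cycle alone (19 genes) had an NES of 0.97 (adjusted p = 0.895, fgsea). In males, respiratory electron transport had an NES of -0.58 (adjusted p = 1, fgsea), which ranged from -2.53 to 2.31 when livers were left out. Across 214 Reactome sets that are also in the available part of Table S4, the NES of GCV-treated females had a Spearman correlation of 0.598 with the paper's NES for rapamycin in females, 0.567 and 0.415 for calorie restriction in males and females, 0.490 for acarbose in females, 0.239 for acarbose in males and 0.0117 for rapamycin in males. The correlation with the paper's NES for aging was -0.603 in males and -0.422 in females. For GCV-treated males, it was 0.633 with aging in females, 0.273 with aging in males and -0.496 with acarbose in females. Over the same sets, the paper's own NES for GCV-treated males give 0.411, 0.0191 and -0.365. From correlations of genes, clustering, and mitochondrial and immune sets together, the paper describes GCV-treated females as similar to mice under longevity interventions and opposite to aging mice.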

At the gene set level, these trends were amplified; GCV‐treated females showed significant enrichment of mitochondrial and oxidative phosphorylation‐related pathways, similar to longevity interventions and opposite to aging (Figure 2D,E; Table S4, Supporting Information). Furthermore, immune‐related gene sets were downregulated in both longevity interventions and GCV‐treated females but not in GCV‐treated males.

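In females the adaptive immune system (383 genes) had an NES of -1.84 (adjusted p = 4.04e-09, fgsea) after GCV, between -2.15 and -1.40 when each liver was left out in turn. Interferon gamma signaling (83 genes) had an NES of -2.20 (adjusted p = 8.55e-07, fgsea) and cytokine signaling (213 genes) an NES of -1.74 (adjusted p = 7.88e-05, fgsea). By camera, the unadjusted p-values of these 3 sets were 0.247, 0.260 and 0.303. In males the NES was 1.54 for the adaptive immune system (adjusted p = 0.000555, fgsea), 1.69 for interferon gamma signaling (adjusted p = 0.00717) and 1.47 for cytokine signaling (adjusted p = 0.0150). Without GCV-treated male 32, these NES changed sign, to -0.75 for the adaptive immune system and -0.63 for interferon gamma signaling. Between the sexes, the NES of all 728 sets had a Spearman correlation of -0.0999, and of 50 sets past the threshold in both sexes, 21 changed in the same and 29 in opposite directions.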

To further investigate pathway‐level changes associated with p16⁺ cell clearance, we performed gene set variation analysis (GSVA)^[^ ^46^ ^]^ on the liver transcriptomes of GCV‐ and VEH‐treated p16‐3MR mice (Figure 2F). Given the well‐established role of extracellular matrix (ECM) remodeling and fibrosis in hepatic aging,^[^ ^47^, ^48^ ^]^ we assessed ECM‐related gene sets and observed reduced expression in GCV‐treated females. Furthermore, aging‐associated declines in mitochondrial function, characterized by decreased oxidative phosphorylation and increased reactive oxygen species (ROS) production,^[^ ^49^ ^]^ are counteracted by p16^+^ cell clearance. 

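The Reactome set for extracellular matrix organization (217 genes) had a GSVA score of -0.215 ± 0.0388 (SD, n = 3) in GCV-treated females and 0.138 ± 0.196 (SD, n = 3) in VEH-treated females, without overlap (two-sided exact permutation test, p = 0.1, Benjamini-Hochberg adjusted 0.15). In males the scores were 0.0378 ± 0.392 (SD, n = 3) after GCV and -0.113 ± 0.323 (SD, n = 3) after VEH (exact permutation test, p = 0.6). The sexes' responses differed by -0.504 (permutation test within each sex, p = 0.135). In the enrichment analysis, the same set had an NES of -1.30 in females (adjusted p = 0.0870, fgsea), and it passed the threshold in 3 of the 6 fits without a liver. In males its NES was 1.93 (adjusted p = 7.15e-07, fgsea), past the threshold in all 6 fits without a liver but with the opposite sign without GCV-treated male 32 (-1.47). Collagen formation (59 genes) had an NES of -0.71 in females (adjusted p = 1, fgsea) and 1.59 in males (adjusted p = 0.0412, fgsea), which ranged from -1.65 to 1.89 when livers were left out.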

Specifically, GCV‐treated females exhibited transcriptional signatures indicative of enhanced mitochondrial complex assembly and suppressed ROS biosynthesis (Figure 2E,F), suggesting a potential beneficial effect on mitochondrial activity.

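In females the GSVA score of respiratory electron transport was 0.411 ± 0.246 (SD, n = 3) after GCV and -0.265 ± 0.423 (SD, n = 3) after VEH, without overlap (two-sided exact permutation test, p = 0.1, Benjamini-Hochberg adjusted 0.15). With each liver left out in turn, the difference stayed between 0.526 and 0.784. With a mean z-score in place of GSVA, the treatments overlapped in females, with -0.00632 in GCV-treated female 33 and 0.0330 in VEH-treated female 27. In males the score was -0.167 ± 0.763 (SD, n = 3) after GCV and 0.0953 ± 0.712 (SD, n = 3) after VEH (exact permutation test, p = 0.9). The difference between the sexes in the response was 0.939 (permutation test within each sex, p = 0.18). A set for the biosynthesis of reactive oxygen species was not available, and the 18 pro-oxidant genes of Fig. S6A were scored. Their score was -0.358 ± 0.204 (SD, n = 3) in GCV-treated and 0.235 ± 0.424 (SD, n = 3) in VEH-treated females (exact permutation test, p = 0.2), and 16 of the 18 genes had a lower mean after GCV. The median log2 fold change of these genes was -0.94 in females and 0.66 in males. The paper shows these genes for their protein changes in the same experiment, so their direction in females may not be independent of that choice. The adaptive immune score was -0.215 ± 0.0856 (SD, n = 3) after GCV and 0.104 ± 0.165 (SD, n = 3) after VEH in females (exact permutation test, p = 0.1), and the sexes' responses differed by -0.521 (permutation test, p = 0.025, Benjamini-Hochberg adjusted 0.225 over 9 sets).

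**Figure D3:**
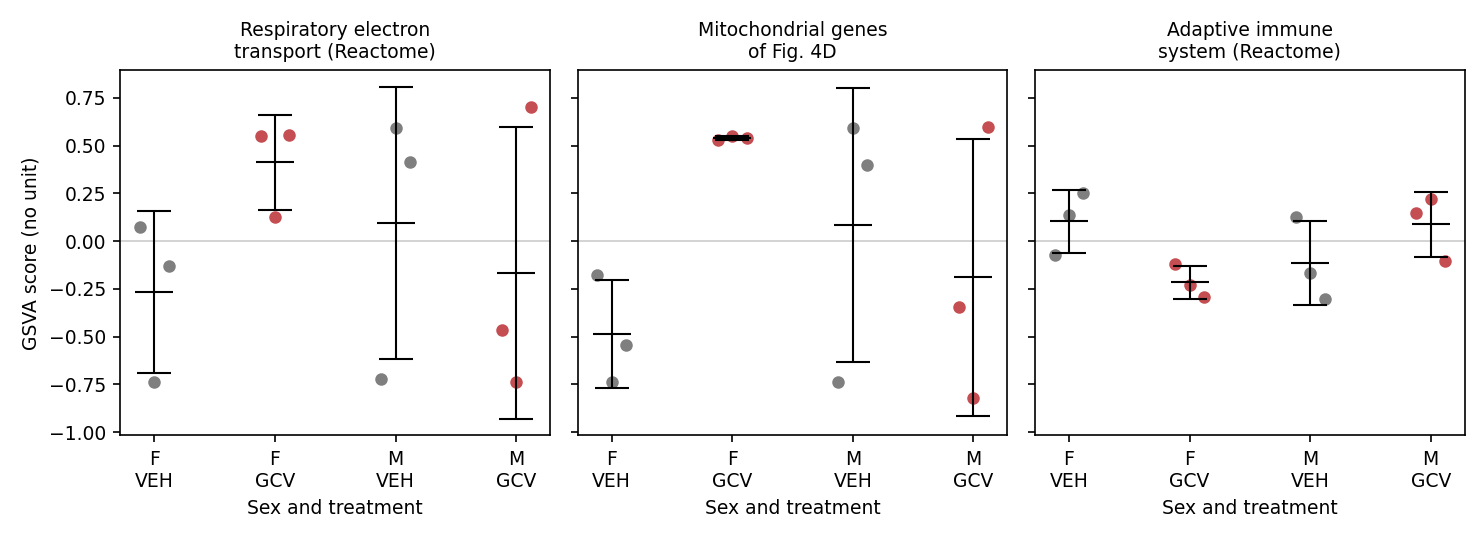
GSVA scores (no unit) of respiratory electron transport, the mitochondrial genes of Fig. 4D and the adaptive immune system in p16-3MR livers, by sex and treatment. Points are livers, and bars with whiskers are the mean and SD of 3 livers. In females the treatments do not overlap in the GSVA scores of these 3 sets, and in males they overlap in each.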

These findings demonstrate that p16^+^ cell clearance induces sex‐dependent transcriptional remodeling, with GCV‐treated females exhibiting a molecular profile consistent with enhanced mitochondrial function and reduced ECM‐ and immune cell‐related gene sets.

### 2.3 Proteomic‐Transcriptomic Integration Confirms Female‐Specific Benefits of Eliminating p16^+^ Cells

To assess protein‐level changes induced by p16⁺ cell clearance, we conducted untargeted proteomic profiling of livers from male and female mice treated with either VEH or GCV. Differential protein expression analysis (Table S5, Supporting Information) revealed reductions in several senescence‐associated proteins including β‐galactosidase (GLB1), regulators of the SASP such as the NF‐κB (MSK1, RELA, NF‐κB2, NF‐κB1) and mTOR (RHEB, MTOR, RPTOR), as well as SASP effectors (ICAM1, PECAM1). In addition, we observed altered protein expression levels for several rejuvenation‐related genes, including inflammation reduction, mTOR signaling, protein folding, mitochondrial mass and pro‐oxidant genes (Figure S6A, Supporting Information). Similar to our transcriptomic analysis, we performed GSEA and calculated Spearman correlations using normalized enrichment scores (NES), comparing our proteomic data to independent datasets from aging and various antiaging interventions^[^ ^20^, ^21^ ^]^ (Table S6, Supporting Information). Notably, these reference datasets were distinct from those used in the RNA‐seq comparisons. GCV‐treated females exhibited the strongest positive correlation with rapamycin‐treated females, whereas GCV‐treated males were most closely aligned with rapamycin‐treated males (**Figure** **3**A). This finding is consistent with the sex‐specific benefits of rapamycin^[^ ^17^ ^]^ and its ability to reduce multiple senescence‐associated biomarkers, including the SASP.^[^ ^50^ ^]^ The gene set enrichment patterns mirrored those observed at the transcriptomic level (Figure 3B). In females, GCV treatment led to positive enrichment of aerobic respiration pathways and negative enrichment of immune‐related pathways, changes opposite to those associated with aging. However, in males, GCV did not have the same effect on these pathways, underscoring a sex‐specific divergence in molecular response.

**Figure 3:**
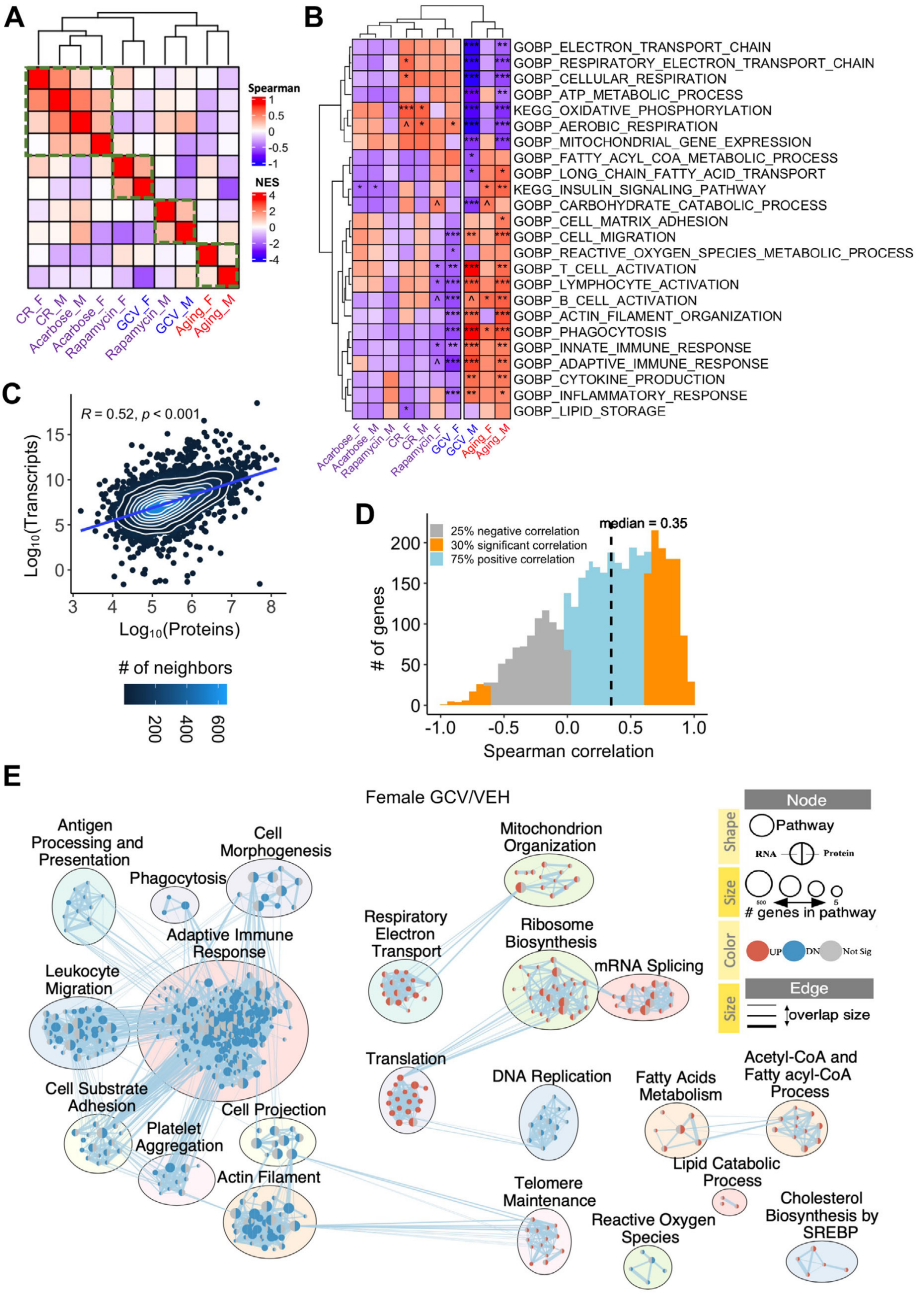
Proteomic analysis highlights a female‐specific benefit of p16^+^ cell clearance. A) Heatmap showing pairwise Spearman correlations of proteomics‐based normalized enrichment scores (NES) from gene set enrichment analysis (GSEA) of the aging process, classical antiaging interventions, and GCV treatment (both sexes). Only gene sets with adjusted *p*‐values < 0.1 were included in the correlation analysis. GSEA was performed on genes ranked by expression changes, and enrichment scores were normalized across gene sets. Gene sets were derived from REACTOME, KEGG, and Gene Ontology (GO Biological Processes) collections from the MSigDB database. Color intensity indicates the strength of correlation between groups. The green box highlights clusters in which mouse groups show stronger correlations within the cluster than with mouse groups outside the cluster. B) Heatmap displaying NES of selected gene sets from proteomics‐based GSEA comparing the aging process, antiaging interventions, and GCV treatment (both sexes). The color scale represents the NES values. Significance levels: ***p < 0.001, **p < 0.01, *p < 0.05, ^*p* < 0.1 (multiple testing adjusted by Benjamini–Hochberg). The list of enriched functions is presented in Table S6 (Supporting Information). C) Density scatter plot showing the log10‐transformed abundance of transcripts and encoded proteins (average across all samples), with linear regression fit (blue line) and Spearman correlation (*R* = 0.52, *p* < 0.001). The samples averaged here are bulk RNA‐Seq datasets from the livers of GCV‐ or VEH‐treated female and male p16‐3MR. Sample‐specific correlations are shown in Figure S4B (Supporting Information). Points colored by local density (number of neighbors). D) Histogram showing the distribution of gene‐specific mRNA‐protein Spearman correlations based on the transcriptomic and proteomic data from livers of GCV‐ or VEH‐treated female and male p16‐3MR mice. The dashed line indicates the median correlation coefficient. E) Functional network showing GSEA results of both transcriptomic and proteomic comparisons of GCV versus VEH treatment in p16‐3MR female mice. Nodes represent the gene set (size ∝ set size) colored in the enrichment direction (red, positive; blue, negative; gray, not significant; left, transcriptome; right, proteome). Edges indicate gene overlap between sets. Gene sets with related functions were grouped and labeled for clarity.

After benchmarking our data against public datasets, we evaluated the concordance between transcriptomic and proteomic profiles within our own cohort by analyzing both gene‐ and gene set‐level relationships. Previous studies have reported an age‐associated decline in mRNA–protein coupling in humans.^[^ ^51^, ^52^ ^]^ However, within our experimental datasets, transcript and protein expression levels were globally correlated (*R* = 0.52, *p* < 0.001; Figure 3C), indicating moderate but statistically significant concordance. 

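Transcripts were matched to the protein quantities in the available part of Table S5 (1996 rows, 16 protein samples), and 1821 genes matched by symbol. Across these genes, the mean log2 CPM over the 12 p16-3MR livers and the mean log protein quantity had a Spearman correlation of 0.557. With only the genes that have a mean of at least 10 counts (1791 genes), it was 0.560. The paper describes mice with matched RNA and protein data. The available RNA and protein samples carry no shared mouse numbers, so no correlation per gene across mice was computed.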

At the single‐gene level, 75% of genes with matched transcript and protein data exhibited positive Spearman correlations, with 30% reaching statistical significance and a median correlation coefficient of 0.35 (Figure 3D). These includes the differentially expressed proteins identified in senescence‐associated pathways (Figure S6B, Supporting Information).

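Of the 84 genes of Fig. S6A, 52 had both a transcript and a protein log2 fold change in the available tables. The paper shows these genes for their protein changes in the same experiment, so they may not stand for other genes. Across these 52 genes, the Spearman correlation of the log2 fold changes was 0.637 in females, and 37 genes changed in the same direction. Leaving out a female liver moved it to between 0.419 and 0.808. In males the correlation was 0.806, with 39 genes in the same direction, and without GCV-treated male 32 it was -0.183. Across all matched genes, it was 0.249 in females (1795 genes) and 0.544 in males (1805 genes), and without GCV-treated male 32 the male value was -0.0662.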

At the gene set level, we integrated GSEA results from both transcriptomic and proteomic datasets in female mice treated with GCV versus vehicle. This analysis revealed a combination of shared and assay‐specific pathway enrichments (Figure 3E). Pathways commonly downregulated across both omics layers include adaptive immune response, antigen processing and presentation, phagocytosis, cell–substrate adhesion, and actin filament organization, contrasting aging‐associated increases in hepatic immune cell infiltration.^[^ ^38^, ^53^ ^]^ In contrast, pathways related to respiratory electron transport and translation are consistently upregulated following p16⁺ cell clearance, opposing the age‐associated decline in ribosome occupancy and protein synthesis capacity.^[^ ^54^ ^]^ Transcriptome‐specific enrichment included mitochondrial organization, ribosome biogenesis, and mRNA splicing, while proteome‐specific enrichment highlighted DNA replication, telomere maintenance, reactive oxygen species metabolism, and lipid metabolism.

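Among Reactome sets related to these functions, MHC class II antigen presentation (79 genes) had an NES of -1.95 in GCV-treated females (adjusted p = 0.000428, fgsea). Antigen cross-presentation (86 genes) had an NES of -1.26 (adjusted p = 0.301) and Fc gamma receptor-dependent phagocytosis (69 genes) an NES of -1.37 (adjusted p = 0.173). Translation (150 genes) had an NES of 2.65 in females (adjusted p = 4.04e-09, fgsea) and 2.48 in males (adjusted p = 4.55e-09, fgsea). It stayed past the threshold in all 6 fits without a liver in each sex. Splicing of mRNA (115 genes) had an NES of 1.61 in females (adjusted p = 0.0150, fgsea). Gene set enrichment of the protein data, which the joint analysis also uses, was not run here.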

Overall, the proteomic analysis confirmed the transcriptomic trends, strengthening the evidence that eliminating p16⁺ cells promote gene expression patterns consistent with enhanced mitochondrial function and lower inflammatory activity, particularly in females.

### 2.4 Convergent Transcriptomic Signatures Across Distinct Senescent Cell Clearance Strategies

Despite the growing interest in senescence‐targeting therapies, a unified transcriptional signature following senescent cell clearance has not yet been established. To address this gap, we integrated publicly available liver RNA‐seq datasets from murine models treated using distinct senolytic or senomorphic strategies. Specifically, we analyzed the data from ouabain‐treated mice^[^ ^53^ ^]^ and miR‐302b‐treated mice.^[^ ^55^ ^]^ Ouabain induces apoptosis in diverse senescent cell types, including oncogenes, therapies, and replicative stress‐induced senescent cells, both in vitro and in vivo.^[^ ^53^, ^56^ ^]^ In contrast, miR‐302b reactivates the cell cycle in replicative senescent cells by repressing *Cdkn1a* and *Ccng2*.^[^ ^55^ ^]^

We first assessed the gene‐level similarities across interventions by calculating the Spearman correlations of the differential expression profiles. As expected, aging correlated negatively with the interventions, except in GCV‐treated males. 

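In GCV-treated males, every gene had an adjusted p-value of 1 in edgeR's test, so the signed score was 0 for all genes and gave no correlation. With the log2 fold change in place of the score, rho was 0.235 with aging in females and -0.0414 with aging in males over the 1981 genes of Table S3. Of the 10 such divisions of the male livers into 3 and 3, 3 and 8 gave a rho at least as far from 0. The corresponding values from the paper's own scores for GCV-treated males are 0.241 and -0.0568.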

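Correlations with the other senescent cell clearance treatments were computed across 1998 genes of the available part of Table S8, on log2 fold changes. The paper's network of correlations used only genes past a threshold in any condition, a filter not applied here. For GCV-treated females, Spearman's rho was 0.242 with ouabain and 0.201 with miR-302b. Over the same genes, the paper's own log2 fold changes give 0.240 with ouabain, 0.176 with miR-302b, and 0.369 between ouabain and miR-302b. Without each female liver in turn, rho ranged from 0.175 to 0.310 for ouabain and from 0.107 to 0.260 for miR-302b. The order of these treatments reversed without GCV-treated female 31 (0.204 with ouabain and 0.224 with miR-302b) and held in the other fits. In GCV-treated males rho was -0.294 with ouabain and -0.293 with miR-302b, and without male 32 these were 0.0853 and 0.0884. Of the 10 divisions of the 6 livers of a sex into 3 and 3, 2 (ouabain) and 3 (miR-302b) gave a rho at least as far from 0 in females, and 6 and 7 in males.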

Among the senolytic treatments, GCV‐treated females showed the strongest correlation with ouabain‐treated mice, and ouabain and miR‐302b treatments exhibited high concordance (**Figure** **4**A).

**Figure 4:**
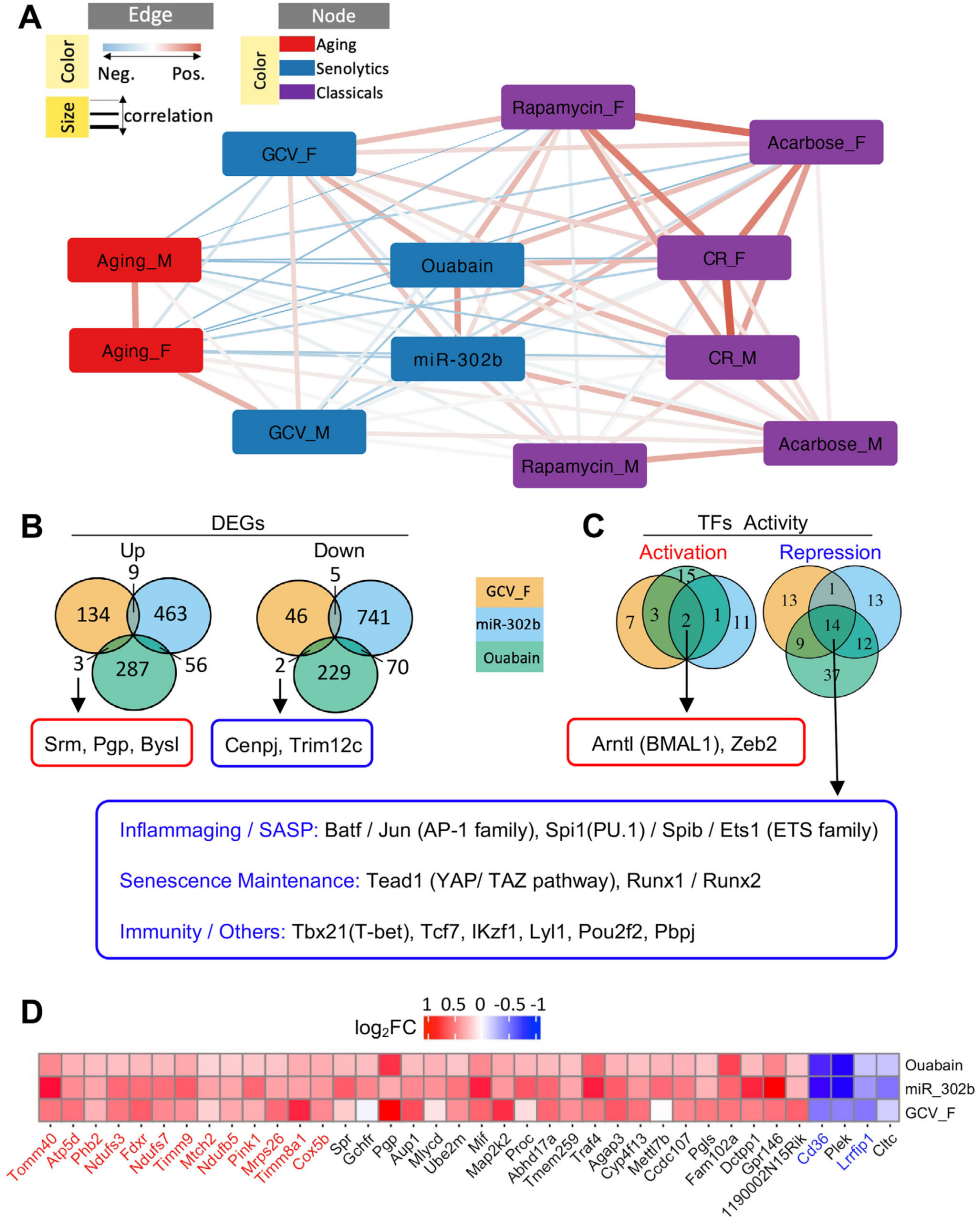
Common transcriptional signatures of diverse senescent cell clearance approaches. A) Network showing Spearman's correlation based on gene expression changes under diverse experimental conditions. Only genes that were significantly changed in at least one condition were included in the correlation calculation (p.adj < 0.01). Nodes represent experimental conditions colored by category (red: aging process; purple: classical antiaging interventions; blue: senescent cell clearance, including both sexes). Edges indicate correlations between gene expression profiles (edge width ∝ absolute value of correlation coefficients; red: positive; blue: negative). B) Venn diagram showing the overlap of differentially expressed genes (DEGs) (p.adj < 0.05) in diverse senescent cell clearance approaches: GCV treatment in p16‐3MR females (*N* = 3 mice/group, ≈28 months, self‐generated), miR‐302b in C57BL/6 mice (*N* = 3 mice/group, original data from Bi et al.^[^ ^55^ ^]^), and ouabain treatment in C57BL/6 female mice (*N* = 6 mice/group, 24 months, original data from Guerrero et al.^[^ ^53^ ^]^). All samples were obtained from the liver tissue. C) Venn diagram showing common transcription factors (TFs) across all three clearance approaches grouped by activation or repression activities. A list of transcription factors is presented in Table S7 (Supporting Information). D) Heatmap showing log_2_ fold‐changes for genes consistently altered across all senescence clearance methods based on random‐effects meta‐analysis (*p* < 0.01) and leave‐one‐out sensitivity analysis (max *p* < 0.1). Mitochondrial genes (red text) and inflammatory genes (blue text) have been highlighted. The complete list of genes is presented in Table S8 (Supporting Information).

Next, we examined the overlap of differentially expressed genes (adjusted *p* < 0.05) between treatments (Figure 4B). 

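Srm (ENSMUSG00000006442), on chromosome 4 of GRCm38 from 148591503 to 148594993, encodes spermidine synthase. Its expression was 20.3 ± 4.91 CPM (SD, n = 3) in GCV-treated and 6.90 ± 0.877 CPM (SD, n = 3) in VEH-treated p16-3MR females, a log2 fold change of 1.57 (standard error 0.43, adjusted p = 0.646 by edgeR and 0.0490 by DESeq2). With each female liver left out in turn, the log2 fold change of Srm was between 1.46 and 1.68. The paper's Table S2 gives 0.83 with an adjusted p-value of 0.0494. In males the log2 fold change of Srm was -0.15 (adjusted p = 1, edgeR). Pgp (26.2 ± 9.10 against 10.7 ± 0.411 CPM, SD, n = 3) had a log2 fold change of 1.27 in females (adjusted p = 0.646 by edgeR and 0.0371 by DESeq2), and Bysl had one of 1.22 (adjusted p = 0.646 by edgeR and 0.0516 by DESeq2). Trim12c (8.37 ± 1.28 against 18.4 ± 1.25 CPM, SD, n = 3) had a log2 fold change of -1.11 (adjusted p = 0.646 by edgeR and 0.0514 by DESeq2). Trim12c belongs to a family of neighbouring genes among which the authors' counting could have split reads, so its value is uncertain. Cenpj had a log2 fold change of -1.08 (standard error 0.62, adjusted p = 0.685 by edgeR and 0.436 by DESeq2). In all 5 genes the GCV- and VEH-treated females did not overlap, which chance gives in 10% of genes, and 4 of the 5 passed an adjusted p-value of 0.05 over this list alone. The list is the paper's own calls on these mice, so neither the lack of overlap nor the adjustment over it shows stability.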

While no single gene was commonly regulated across all three interventions, GCV‐ and Ouabain‐treated females shared six genes, including three upregulated (*Srm*, *Pgp*, *Bysl*) and two downregulated (*Cenpj*, *Trim12c*). Notably, *Srm*, which encodes spermidine synthase, has been linked to longevity and the attenuation of cellular senescence.^[^ ^57^, ^58^ ^]^ GCV‐ and miR‐302b‐treated mice shared 15 regulated genes, including *Entpd1*, a marker of T cell exhaustion, *Nmrk1*, a key enzyme in NAD⁺ biosynthesis, and *Mtres1*, which maintains mitochondrial transcript stability. These shared gene‐level changes suggest the possibility that certain pathways might be key regulator of senolytic efficacy.

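Nmrk1 (ENSMUSG00000037847), on chromosome 19 of GRCm38 from 18631950 to 18652428, had an expression of 34.8 ± 7.02 CPM (SD, n = 3) in GCV-treated and 12.0 ± 5.08 CPM (SD, n = 3) in VEH-treated females. Its log2 fold change was 1.53 (standard error 0.38, adjusted p = 0.646 by edgeR and 0.0208 by DESeq2), between 1.19 and 1.84 without each female liver in turn. Entpd1 had a log2 fold change of -1.99 (standard error 1.02, adjusted p = 0.673 by edgeR and 0.437 by DESeq2), from 4.94 ± 1.50 CPM (SD, n = 3) after GCV and 19.0 ± 8.36 CPM (SD, n = 3) after VEH. Mtres1 was not found among the symbols of the annotation at hand and was not analysed here.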

As strict intersection‐based gene overlap may overlook subtle but consistent expression changes, we applied complementary strategies to capture convergent transcriptomic remodeling: transcription factor (TF) activity inference and meta‐analysis. Using the DoRothEA TF‐target database (v1.8.0)^[^ ^59^ ^]^ and DecoupleR framework (v2.9.7),^[^ ^60^ ^]^ we inferred TF activity from gene expression profiles across the three senescence clearance datasets. We identified two TFs with shared activation, *Arntl* and *Zeb2*, and 14 TFs with repressed activities (Figure 4C; Table S7, Supporting Information).

*Arntl* encodes BMAL1, a master circadian regulator that plays critical roles in longevity, senescence suppression, and mitochondrial function. Its expression declines with age,^[^ ^61^ ^]^ and BMAL1 deficiency shortens lifespan and accelerates aging.^[^ ^62^ ^]^ Mechanistically, BMAL1 stabilizes heterochromatin, promotes DNA repair, and maintains mitochondrial health.^[^ ^63^, ^64^, ^65^ ^]^ *Zeb2*, although less studied in the context of aging, has emerging links to immune and developmental regulation.

Repressed TFs fell into three functional categories: (1) regulators of inflammaging and the SASP (e.g., *Jun*, *Batf*, *Spi1*, *Spib*, *Ets1*), (2) TFs involved in senescence maintenance (e.g., *Tead1*, *Runx1*, *Runx2*), and (3) TFs related to immune cell identity and function (e.g., *Tbx21*, *Tcf7*, *Ikzf1*, *Lyl1*, *Pou2f2*, *Pbpj*). Many of these factors are implicated in promoting or sustaining senescence. For example, *Tead1* supports the survival of senescent cells through YAP‐TEAD signaling,^[^ ^66^ ^]^ and *Ets1* promotes *p16^Ink4a^* expression.^[^ ^67^, ^68^ ^]^ Repression of these TFs suggests the potential for partial suppression of senescence‐supportive transcriptional programs following cell clearance.

To identify consistently regulated genes across treatments, we conducted a random‐effects meta‐analysis with leave‐one‐out (LOO) sensitivity testing (see Methods). Using stringent thresholds (meta *p* < 0.01; max LOO *p* < 0.1), we identified 38 genes that were consistently regulated across the studies (Figure 4D; Table S8, Supporting Information). Notably, approximately one‐third of the up‐regulated genes were associated with mitochondrial function. 

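All 34 genes that Fig. 4D lists as higher after clearance were found in the p16-3MR table. Their median log2 fold change in GCV-treated females was 0.66, with 32 of the 34 higher and a range from -0.19 to 1.27. By edgeR's test, 7 of the 34 had an unadjusted p-value under 0.05, and 0 passed an adjusted p-value of 0.05 over all genes or over the list alone. In 19 of them the GCV- and VEH-treated females did not overlap, against 10% of genes by chance. The 13 mitochondrial genes of that figure had a median log2 fold change of 0.75, and all 13 were higher. Their GSVA score was 0.539 ± 0.0118 (SD, n = 3) in GCV-treated and -0.485 ± 0.284 (SD, n = 3) in VEH-treated females (two-sided exact permutation test, p = 0.1), and the sexes' responses differed by 1.30 (permutation test within each sex, p = 0.085). In males the median log2 fold change was -0.06 for the 34 genes and -0.12 for the 13 mitochondrial genes. In wild-type females, where 21 of the 34 genes could be matched, it was -0.04. These genes were chosen by the paper from a meta-analysis that includes these livers, so their direction in females is not independent of that choice.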

Among the downregulated genes, *Cd36*, a known promoter of SASP and inflammation,^[^ ^69^, ^70^, ^71^ ^]^ emerged as a consistent hit. 

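Cd36 (ENSMUSG00000002944) lies on chromosome 5 of GRCm38 from 17781690 to 17888801 and encodes a fatty acid transporter. Its expression was 67.5 ± 29.3 CPM (SD, n = 3) in GCV-treated and 136 ± 27.6 CPM (SD, n = 3) in VEH-treated females, without overlap, which chance gives in 10% of genes. Its log2 fold change was -1.01 (standard error 0.57, adjusted p = 0.683 from edgeR's quasi-likelihood test, 0.540 by DESeq2) and stayed between -1.42 and -0.81 when each female liver was left out in turn. The paper's Table S2 gives -0.42 with an adjusted p-value of 0.288. In males the log2 fold change of Cd36 was 0.60 (standard error 0.57, adjusted p = 1, edgeR).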

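Lrrfip1 (ENSMUSG00000026305) lies on chromosome 1 of GRCm38 from 90998737 to 91128944. It was expressed at 31.4 ± 15.6 CPM (SD, n = 3) in GCV-treated and 60.7 ± 8.95 CPM (SD, n = 3) in VEH-treated females, a log2 fold change of -0.94 (standard error 0.38, adjusted p = 0.667 from edgeR's quasi-likelihood test, 0.286 by DESeq2). Without each female liver in turn, this value was between -1.41 and -0.76. In males the log2 fold change of Lrrfip1 was 0.12 (adjusted p = 1, edgeR). The other genes that Fig. 4D lists as lower besides Cd36 are Plek, with a log2 fold change of -2.48 in females (standard error 1.18, adjusted p = 0.667, edgeR), and Cltc, with -0.28 (standard error 0.39, adjusted p = 0.853, edgeR).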

Another repressed gene, *Lrrfip1*, encodes a cytosolic nucleic acid sensor that activates type I interferon responses,^[^ ^72^ ^]^ and its downregulation may contribute to reduced mitochondrial stress and immune activation post clearance.

Collectively, these findings revealed a core set of transcriptional regulators and pathways that are consistently modulated across different senescent cell clearance strategies, suggesting shared molecular responses rather than a fully conserved rejuvenation program at the tissue level.

## 3 Discussion

In this study, we demonstrate that aged female mice harbor a significantly higher burden of *Cdkn2a⁺*, primarily p16⁺, cells than age‐matched males. This observation was consistently supported by multiple orthogonal approaches, including public single‐nucleus RNA‐seq (snRNA‐seq), bulk RNA‐seq, GLF16 senescence staining, and immunostaining for the SASP factor IL1α. Although most p16⁺ cells exhibit features of senescence, they represent a heterogeneous population, and not all are fully senescent. Nevertheless, the higher prevalence of these cells in aged females suggests that p16‐driven senescence or p16 expression may be more prominent in the female aging trajectory.

The mechanisms underlying this sex difference are likely multifactorial. First, immune surveillance may decline more rapidly in females with age. For example, aging‐associated increases in asparagine‐linked glycans, which are known inhibitors of T cell activity, are more pronounced in females.^[^ ^73^ ^]^ In line with this, snRNA‐seq data revealed accelerated accumulation of immunosenescent populations in female livers, including Gzmk⁺ CD8⁺ T cells, γδ T cells, memory CD4⁺ T cells, Kupffer cells, inflammatory monocytes, and aging‐associated B cells (Figure S7, Supporting Information). Second, intrinsic cellular differences may also contribute, with female cells potentially relying more on *Cdkn2a*/p16‐mediated senescence as a tumor‐suppressive mechanism, whereas male cells may preferentially accumulate DNA damage, leading to apoptosis or transformation.^[^ ^74^, ^75^ ^]^ These findings are consistent with prior work showing sex‐dependent variation in senescent cell burden.^[^ ^37^ ^]^

Using the p16‐3MR mouse model, we selectively ablated p16⁺ cells via ganciclovir (GCV) treatment. RNA‐seq analysis of wild‐type mice confirmed minimal off‐target effects of GCV on hepatic gene expression, indicating that transcriptomic and physiological changes in GCV‐treated p16‐3MR mice reflected bona fide p16⁺ cell clearance. This was further validated by GLF16 staining, RT‐qPCR for p16, IL1α staining, and reduction in senescence‐associated gene signatures.

Importantly, the physiological benefits of p16⁺ cell clearance were largely restricted to aged females, who displayed improved skin regeneration, grip strength, and attenuated liver damage. In contrast, male mice exhibited minimal transcriptional and functional responses, consistent with their lower baseline burden of p16⁺ cells. While these data support a sex‐specific effect, they do not exclude the possibility that males could benefit from alternative or optimized senolytic strategies, such as adjusted dosing, extended treatment, or combinatorial approaches. This may also reflect underlying differences in the dominant senescence pathways between sexes: males may engage the DNA damage–p53–p21 axis more strongly, whereas females rely more on replicative or stress‐induced p16 activation. The influence of sex hormones on these divergent senescence programs remains to be elucidated but represents an intriguing direction for future work.

Integrated transcriptomic and proteomic analyses of female liver tissue revealed an upregulation of genes associated with mitochondrial metabolism and oxidative phosphorylation, alongside suppression of immune and inflammatory pathways. These shifts oppose those observed in natural aging and parallel transcriptional signatures induced by longevity‐promoting interventions. Interestingly, although rapamycin and acarbose are known to show sex‐specific efficacy—favoring females and males, respectively^[^ ^16^, ^17^ ^]^—our data revealed stronger molecular correlations between male GCV‐treated livers and those treated with either drug. This unexpected result could reflect sex‐specific differences in drug metabolism, hepatic physiology, or in the identity and senescent status of p16⁺ cells, warranting further investigation.

The analytical framework used here—integrating multi‐omics data from senolytic interventions with established aging and longevity signatures—can be broadly applied to evaluate novel pharmacological, dietary, or lifestyle interventions.

Our study has several limitations. The absence of a clear response in males may reflect incomplete clearance of p16⁺ cells rather than true biological insensitivity. We also did not detect robust *Cdkn2a* or 3MR transgene expression in RNA‐seq data, likely due to the low abundance of these transcripts and modest sequencing depth (5–10 million reads per sample). Furthermore, while integrating public datasets strengthens generalizability, it introduces potential batch effects. However, our comparative strategy, which shows that GCV‐specific profiles are consistent to trends across aging and antiaging datasets, helps mitigate this. 

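Cdkn2a (ENSMUSG00000044303), on chromosome 4 of GRCm38 from 89274471 to 89294653, encodes p16 and, from another reading frame, p19Arf, and gene counts do not separate these transcripts. Its counts were 0, 0 and 3 in GCV-treated females (mice 31, 33 and 35) and 1, 4 and 3 in VEH-treated females (27, 28 and 29). In males they were 1, 7 and 0 after GCV (30, 32 and 34) and 1, 1 and 1 after VEH (24, 25 and 26). With a floor of 3 counts, a change in Cdkn2a was not detectable at this depth. No label of the wild-type table could be matched to Cdkn2a, and the deposited tables have no entry for the 3MR transgene.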

Prior studies suggest that biological variables outweigh dataset origin in shaping transcriptomic outcomes.^[^ ^76^, ^77^ ^]^ Finally, while we identified promising gene and transcription factor candidates, functional validation will be required to confirm their causal roles in aging and senescence regulation.

Beyond our core findings, integrative analysis across independent senescence‐targeting studies revealed a shared set of transcriptional regulators and pathways modulated by senescent cell clearance. These include genes involved in mitochondrial function, SASP regulation, and immune signaling, several of which may represent candidate targets for senotherapeutic development. For instance, *Srm*, a gene linked to spermidine metabolism and healthspan extension, was consistently upregulated, whereas *Cd36* and *Lrrfip1*, both implicated in pro‐inflammatory signaling, were downregulated. Nevertheless, distinct clearance methods likely have different off‐target effects, which should be considered when interpreting shared molecular patterns.

In summary, our findings reveal sex‐specific molecular and functional benefits of p16⁺ cell clearance, particularly in aged females, marked by improved tissue repair, metabolic health, and reduced inflammation. These results advance understanding of p16⁺ cell biology, emphasizing both their heterogeneity and context‐dependent roles, and highlight the importance of sex as a critical biological variable in the design and evaluation of senescence‐targeting therapies.

## 4 Experimental Section

### Single‐Nucleus and Bulk RNA‐Seq Data Analysis

A publicly available single‐nucleus RNA sequencing (snRNA‐seq) dataset from Zhang et al.^[^ ^38^ ^]^ was analyzed to quantify the temporal dynamics of *Cdkn2a^+^* cell proportions in wild‐type female and male mice across five age groups (3, 6, 12, 16, and 23 months). As the dataset had already undergone quality control (removal of low‐quality cells and doublets) by the original authors, no further filtering was applied.

The analysis focused on eight core tissues: the liver, kidney, heart, stomach, lung, brown adipose tissue, inguinal white adipose tissue, and gonadal white adipose tissue. Cells with nonzero *Cdkn2a* expression were classified as *Cdkn2a^+^* cells. To evaluate the overall age‐related trends, data from all tissues were aggregated at different time points. Tissue‐ and sex‐specific *Cdkn2a^+^* cell proportions at 23 months of age were also examined. For age‐ and sex‐specific analyses of the liver tissue, differences in *Cdkn2a^+^* cell proportions between the sexes were assessed using Pearson's chi‐squared test with Yates’ continuity correction.

To validate sex‐related differences in senescence signatures, the Tabula Muris Senis bulk RNA‐seq liver dataset was analyzed. GSVA was performed using the SenMayo senescence gene set^[^ ^39^ ^]^ and the GSVA algorithm.^[^ ^46^ ^]^ All visualizations were generated using the ggplot2 package in R (v4.3.1).

### Mouse Models, Treatments, and Experimental Design

All animal procedures were conducted at the Central Animal Facility (CDP) of the University Medical Center Groningen (UMCG) under standard housing conditions. All experiments were approved by the Central Authority for Scientific Procedures on Animals (CCD, The Netherlands; License numbers AVD105002015339, AVD1050020184807, and AVD10500202115445). The *p16‐3MR* transgenic mouse model^[^ ^25^ ^]^ was used to investigate the effects of *p16* **^+^** cell clearance. Both male and female mice were allowed to age naturally. Starting at 16–18 months of age, mice received monthly treatments with either vehicle (VEH; pH11 water) or ganciclovir (GCV; 25 mg kg^−1^ in pH11 water) administered intraperitoneally for five consecutive days. Assays were performed at defined time points during the course of treatment (Figure S1A, Supporting Information).

At ≈21 months of age, a subset of the treated mice (*N* = 3–5 per group) was sacrificed. Liver tissue was collected and sectioned for GLF16 staining,^[^ ^40^ ^]^ plasma was obtained for alanine aminotransferase (ALT) assays, and the dorsal skin was processed for histological analysis (Dutch Molecular Pathology Center, Utrecht, The Netherlands). At ≈24 months of age, the mice were tested for grip strength using a digital grip strength meter (Columbus Instruments), and skin regenerative capacity was evaluated using a standardized 4 mm punch wound healing assay (*N* = 5–6 per group). At ≈28 months of age, a final subset of mice was sacrificed, livers, kidneys and lungs were harvested for RT‐qPCR and livers were also used for both bulk RNA sequencing and proteomic analysis. As an additional control, a cohort of age‐matched wild‐type (WT) male and female mice began receiving monthly VEH or GCV treatment from 6 months of age. After 3 months, livers were collected for RNA sequencing analysis (*N* = 3 per group).

### RNA Isolation, Library Preparation, and Sequencing

Total RNA was extracted from mouse liver tissue using the ISOLATE II RNA Mini Kit (Bioline, cat# BIO‐52073) following the manufacturer's protocol. RNA concentration was measured using a NanoDrop spectrophotometer (Thermo Fisher Scientific) and RNA integrity was assessed using the Agilent TapeStation system. RNA‐seq libraries were generated at the ERIBA Research Sequencing Facility (UMCG, Groningen, The Netherlands) using the Smart‐3SEQ protocol^[^ ^78^ ^]^ with 15 ng of input total RNA per sample. Libraries were pooled and sequenced on the Illumina NovaSeq X Plus PE150 platform (Novogene, Munich, Germany).

### RNA‐Seq Data Processing and Differential Expression Analysis

Raw sequencing reads were quality checked using FastQC (v0.11.9)^[^ ^79^ ^]^ and trimmed for adapters using TrimGalore (v0.6.10) with default parameters. Clean reads were pseudoaligned to a pre‐built mouse decoy transcriptome index (via refgenie) using Salmon (v1.10.3)^[^ ^80^ ^]^ with the flags gcBias, seqBias, and validateMappings. Transcript‐level quantification was aggregated into gene‐level counts using tximport (v1.24.0).^[^ ^81^ ^]^ Genes with <3 reads were excluded. Principal component analysis was performed using the prcomp function in R. Differential gene expression was conducted using DESeq2 (v1.36.0),^[^ ^82^ ^]^ applying the Benjamini–Hochberg (BH) correction for multiple testing. Log_2_ fold‐change shrinkage was applied using ashr,^[^ ^83^ ^]^ and genes with adjusted *p* < 0.05 were considered statistically significant. To evaluate senescence‐targeting effects of GCV treatment, gene set variation analysis (GSVA)^[^ ^46^ ^]^ was performed using two curated senescence signatures: the SenMayo gene set^[^ ^39^ ^]^ and a liver‐specific senescence signature.^[^ ^45^ ^]^

### Comparative Transcriptomic Analyses of Antiaging Interventions

To contextualize the transcriptional impact of *p16* ^+^ cell clearance, publicly available liver RNA‐seq datasets were analyzed: natural aging^[^ ^18^ ^]^ (GSE132040) and three canonical antiaging interventions—calorie restriction, rapamycin, and acarbose^[^ ^19^ ^]^ (GSE131901). Raw count matrices were downloaded from the NCBI Gene Expression Omnibus. Differential expression analysis of each intervention was performed using the pipeline described above. At the gene level, expression changes were computed as follows:

(1) $$-\mathrm{lo}g_{10}\left(\mathrm{adjusted}\;\;p\;\mathrm{value}\right)\times \mathrm{sgn}\left(\mathrm{lo}g_{2}\;\mathrm{Foldchange}\right)$$

Only the genes shared across all studies (*n* = 16076) were retained. Genes with absolute transformed scores >2 under at least one condition (*n* = 4104) were used for downstream analyses. Hierarchical clustering based on Spearman's correlation coefficients among the experimental conditions was conducted and visualized as a heatmap. At the pathway level, GSEA^[^ ^84^ ^]^ was performed using the clusterProfiler package (v4.2.1)^[^ ^85^ ^]^ in pre‐ranked mode. Gene sets were derived from REACTOME, KEGG, and Gene Ontology (GO Biological Processes) collections from the MSigDB databases. BH‐corrected *p*‐values were calculated separately for each database. Gene sets with adjusted *p* < 0.1 in any condition were included for further correlation and clustering analysis. Representative enriched pathways were manually selected and visualized based on NES using heatmaps.

### Proteomics Sample Preparation and Mass Spectrometry

A total of 25 µg of protein from mouse liver lysates was mixed with LDS loading buffer (final volume 40 µL) and briefly electrophoresed (5 min at 100 V) on precast 4%–12% Bis‐Tris gels (Thermo Fisher Scientific). The gels were stained with BioSafe Coomassie G‐250 (Bio‐Rad), and protein bands encompassing the entire molecular weight range were excised. Excised gel bands were cut into ≈1 mm^3^ fragments and sequentially washed with 30% and 50% (v/v) acetonitrile in 100 × 10^−3^ m ammonium bicarbonate (in milliQ‐water) for 30 min at room temperature with shaking (500 rpm), followed by a final wash with 100% acetonitrile (5 min). Gel pieces were dried at 37 °C. Proteins were reduced with 30 µL of 10 × 10^−3^ m dithiothreitol in 100 × 10^−3^ m ammonium bicarbonate (30 min at 55 °C) and alkylated with 30 µL of 55 × 10^−3^ m iodoacetamide in 100 × 10^−3^ m ammonium bicarbonate (30 min in the dark, RT). After an additional wash with 100% acetonitrile (30 min, 500 rpm), the gel pieces were dried and incubated overnight at 37 °C with 30 µL of 8.3 ng µL^−1^ sequencing‐grade modified trypsin (V5111; Promega). The peptides were extracted using 50 µL of 75% (v/v) acetonitrile and 5% (v/v) formic acid (20 min at RT, 500 rpm), dried under vacuum, and reconstituted in 500 µL of 0.1% (v/v) formic acid.

### LC‐MS/MS Acquisition and Data Processing

Peptide mixtures (20 µL per sample) were analyzed on a quadrupole‐Orbitrap mass spectrometer (Orbitrap Exploris 480, Thermo Scientific)^[^ ^86^ ^]^ equipped with a nano‐electrospray source and coupled to an Evosep One LC system (Evosep). Peptides were separated on a 15 cm × 150 µm, 1.5 µm particle size column (EV1137, Evosep) using the 30 samples‐per‐day (30SPD) method. The mobile phases were buffer A (0.1% formic acid in Milli‐Q water) and buffer B (0.1% formic acid in acetonitrile). The mass spectrometer was operated in positive ion mode with data‐independent acquisition (DIA) using 16 m/z isolation windows across a precursor range of 400–1000 m/z. Scans alternated between compensation voltages of −45 and −60 V, with three scheduled MS1 scans per cycle. Raw data were processed using Spectronaut (v16.0.220606, Biognosys) in the direct DIA workflow against the Mouse SwissProt database (17021 entries). Default settings were used, except for MS1‐based quantification. Q‐value filtering was set to “classic,” normalization was performed locally, and the missing values were not imputed.

### Comparative Proteomics Analysis and Functional Interpretation

To assess the anti‐senescent and antiaging effects of GCV treatment, the proteomic profiles of treated male and female mouse livers were compared with publicly available datasets from the natural aging process^[^ ^21^ ^]^ and canonical antiaging interventions.^[^ ^20^ ^]^ Public data, including fold changes and adjusted *p*‐values for liver proteomes, were retrieved from Figshare (https://doi.org/10.6084/m9.figshare.19765849) and the associated supplementary files.

Functional enrichment and clustering analyses were performed as previously described for transcriptomic data. Briefly, proteins with significant changes in abundance were analyzed for pathway enrichment using GSEA, and hierarchical clustering was performed using Spearman correlations to evaluate condition‐level similarities across interventions and aging.

### Multi‐Omics Integration and Correlation Analysis

This study assessed the relationship between transcriptomic and proteomic data across multiple dimensions: gene‐, pathway‐, and individual mouse‐level comparisons. For gene‐level integration, transcript and protein abundance values were log‐transformed and visualized using scatter density plots. Spearman correlation coefficients were calculated for genes with matched expression data in both datasets and were visualized as a histogram to assess overall concordance.

At the pathway level, enrichment results from RNA‐seq and proteomics analyses were integrated using Enrichment Map^[^ ^87^ ^]^ in Cytoscape (v3.9.1).^[^ ^88^ ^]^ Pathways sharing overlapping genes were connected and related pathways were clustered and annotated using AutoAnnotate.^[^ ^89^ ^]^ The cluster arrangements and labels were manually curated to enhance clarity and minimize redundancy.

To evaluate mRNA–protein expression concordance at the sample level, we calculated Pearson correlation coefficients between the transcriptomic and proteomic profiles for each of the 11 mice with matched data. This analysis enabled the assessment of sample‐wise coupling or decoupling between the transcript and protein expression patterns.

### Meta‐Analysis and Transcription Factor Activity Inference

RNA‐seq datasets from three independent studies, miR‐302b,^[^ ^55^ ^]^ Ouabain,^[^ ^53^ ^]^ and this study, were individually analyzed using DESeq2 (v1.36.0)^[^ ^82^ ^]^ for differential gene expression. Gene‐level associations among aging, GCV treatment, two senolytic compounds, and three classical antiaging interventions were calculated as previously described and visualized using Cytoscape.^[^ ^88^ ^]^

As no genes were significantly differentially expressed across all three datasets based on adjusted *p*‐values, two complementary strategies were employed to identify shared gene signatures and regulatory activities. First, a meta‐analysis of log_2_ fold change (log_2_FC) values and corresponding standard errors (SEs) was performed. Second, a transcription factor (TF) activity analysis across studies was conducted.

For meta‐analysis, a random‐effects model was applied using the metafor R package (v4.8‐0).^[^ ^90^ ^]^ Gene‐level log_2_FCs and SEs obtained from DESeq2 were modeled using the rma function with the Paule–Mandel estimator. Heterogeneity across studies was quantified using the τ^2^ and *I* ^2^ statistics. Genes with a meta‐analysis *p*‐value < 0.01 were considered statistically significant (*n* = 167). To evaluate the robustness of these findings, a leave‐one‐out (LOO) sensitivity analysis was performed, iteratively excluding one study at a time. Genes with a maximum *p*‐value < 0.1 across all three LOO models were defined as robust. The final robust gene signature (*n* = 38) met both criteria: (1) meta‐analysis, *p* < 0.01, and (2) robustness in LOO analysis. These genes were visualized using the pheatmap R package (v1.0.12).

To infer transcription factor activity, decoupleR (v2.9.7)^[^ ^60^ ^]^ along with DoRothEA (v1.8.0) was used,^[^ ^59^ ^]^ focusing on confidence levels A, B, and C. TF activity was estimated for each dataset and filtered based on a significance threshold of *p* < 0.05. Sixteen transcription factors with consistently significant activity across all three studies were identified. Overlaps were visualized using the VennDiagram (v1.7.3).^[^ ^91^ ^]^

### RT‐qPCR

For total RNA isolation from the liver, lung, and kidney tissues, the Isolate II RNA Mini Kit (Cat#BIO‐52073, Bioline) was used. For reverse transcription, around 1000 ng RNA was transcribed into cDNA using the kit (Cat# 4368813, Applied Biosystems). Real‐time qPCR was performed using the GoTaq^®^ qPCR Master Mix (Cat# A6002, Promega). *Tuba1a* was used as housekeeping reference to normalize the relative expression of the target genes. Primers used are listed below:

**Table:** 

*Tuba1a*	Forward	ctggaacccacggtcatc
	Reverse	gtggccacgagcatagttatt
*p16*	Forward	aatctccgcgaggaaagc
	Reverse	gtctgcagcggactccat

### Immunofluorescence in Tissues

The collected tissues were fixed at 4 °C with 4% paraformaldehyde (PFA, Thermo Fisher Scientific #28908) overnight and then embedded into paraffin blocks and sliced into 4 µm slides. On the day of staining, paraffin embedded tissue sections were incubated at 60 °C for 1 h and deparaffinized by washing with xylene (15 min for twice), 100% ethanol (5 min), 96% ethanol (5 min), 70% ethanol (5 min), and water (3 min for three times). For antigen retrieval, slides were boiled for 15 min in citrate buffer (pH 6), cooled down to room temperature and then washed with PBS. Immunofluorescence staining was conducted using standard protocols. Briefly, slides were blocked with 1% BSA at 4 °C overnight, after three times of washes, slides were permeabilized by 0.3% Triton‐X 100 for 4 min and then incubated with primary antibody (IL1α, rabbit, Invitrogen PA5‐89037) for 1 h at room temperature. Following 1 h secondary antibody (Alexa Fluor 647, A21245) incubation at room temperature, tissue autofluorescence was diminished using TrueVIEW autofluorescence quenching kit (Vector, SP‐8400‐15). Slides were then counterstained with DAPI for 5 min and mounted with antifade mounting media (Invitrogen, P36934). Images were acquired using Leica Thunder microscope.

### Statistical Analysis

Statistical analyses were carried out using GraphPad Prism v10 (for functional data) and R v4.2.1 (for omics data). Continuous variables are presented as dot plots with mean ± standard deviation or median ± interquartile range, as indicated in the figure legends, and compared using Student's *t*‐test or two‐way ANOVA as appropriate. Discrete variables are reported as proportions with total counts, and differences between groups were assessed using two‐sided Pearson's chi‐squared test. A *p*‐value < 0.05 was considered statistically significant. Further details are provided in the figure legends.

## Conflict of Interest

M.D. is a founder and shareholder of Cleara Biotech and advisor for Oisin Biotechnologies and Rubedo Life Sciences. The M.D. laboratory received funding from Ono Pharmaceuticals. None of the companies mentioned above were involved in this study. The other authors have no conflicts of interest to declare.

## Author Contributions

Y.L. and B.W. contributed equally to this work. Y.L., B.W., and M.D. conceptualized the study. Y.L., B.W., and M.D. devised the methodology. Y.L., B.W., M.H., and J.C.W. carried out the investigation. M.D. supervised the project. Y.L., B.W., and M.D. wrote the original paper draft. M.D. acquired the funding and managed the project. Y.L., B.W., and M.D. reviewed and edited the manuscript.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

The bulk RNA‐seq dataset generated in this study was deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE297990. Processed proteomics data are provided in tables in the Supporting Information, and raw mass spectrometry data are available upon reasonable request. Previously published datasets used in this study are accessible as follows: single‐nucleus RNA‐seq dataset GSE247719;^[^ ^38^ ^]^ and bulk RNA‐seq datasets GSE132040,^[^ ^18^ ^]^ GSE131901,^[^ ^19^ ^]^ GSE122080,^[^ ^53^ ^]^ and GSE247076.^[^ ^55^ ^]^ Publicly available proteomics datasets include the aging proteome dataset (https://doi.org/10.6084/m9.figshare.19765849) ^[^ ^21^ ^]^ and the longevity intervention dataset PXD040497 at http://www.ebi.ac.uk/pride.^[^ ^20^ ^]^ Other data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Integrative Omics Reveal Female‐Specific Benefits of p16+ Cell Clearance in Aging Mice
**Source:** Adv Sci (Weinh). 2025 Oct 30;13(3):e09444. doi: 10.1002/advs.202509444
**Supplement:** Supplementary file 1 — Supporting Information

# **Supplementary Figures**

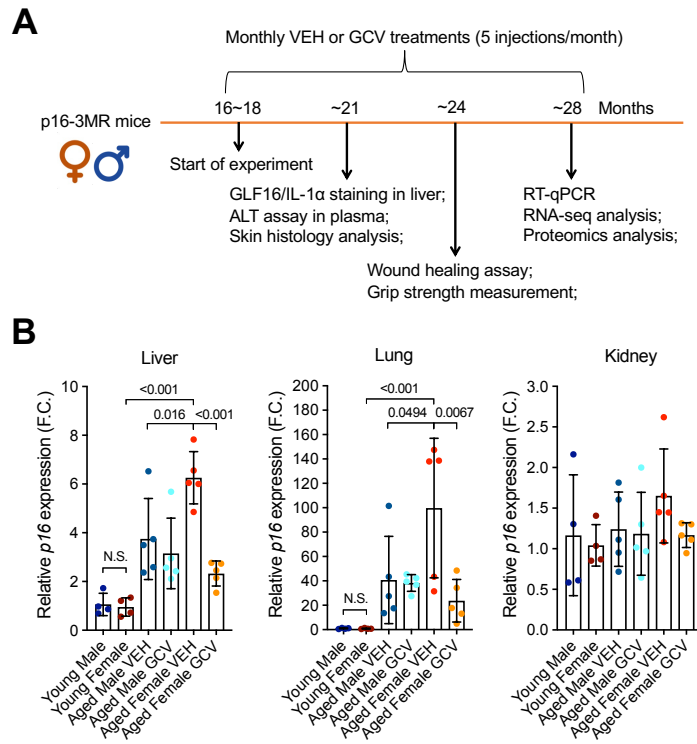

**Figure S1. Differential burden and clearance responses of p16<sup>+</sup> cells in aging male and female mice.**

(A) Schematic experimental design for monthly VEH or GCV treatments on p16-3MR female and male mice, and follow-up analyses indicated at specific time points.

(B) RT-qPCR targeting p16 (primers targeting exon1 $\alpha$  of mouse *Cdkn2a* transcript 2) in different groups and organs, as labelled.

For **B**, one-way ANOVA, data are shown as the mean  $\pm$  SD. The p-values are labeled on the graphs. GCV, ganciclovir, was dissolved in pH11 water. VEH: vehicle (pH11 water).

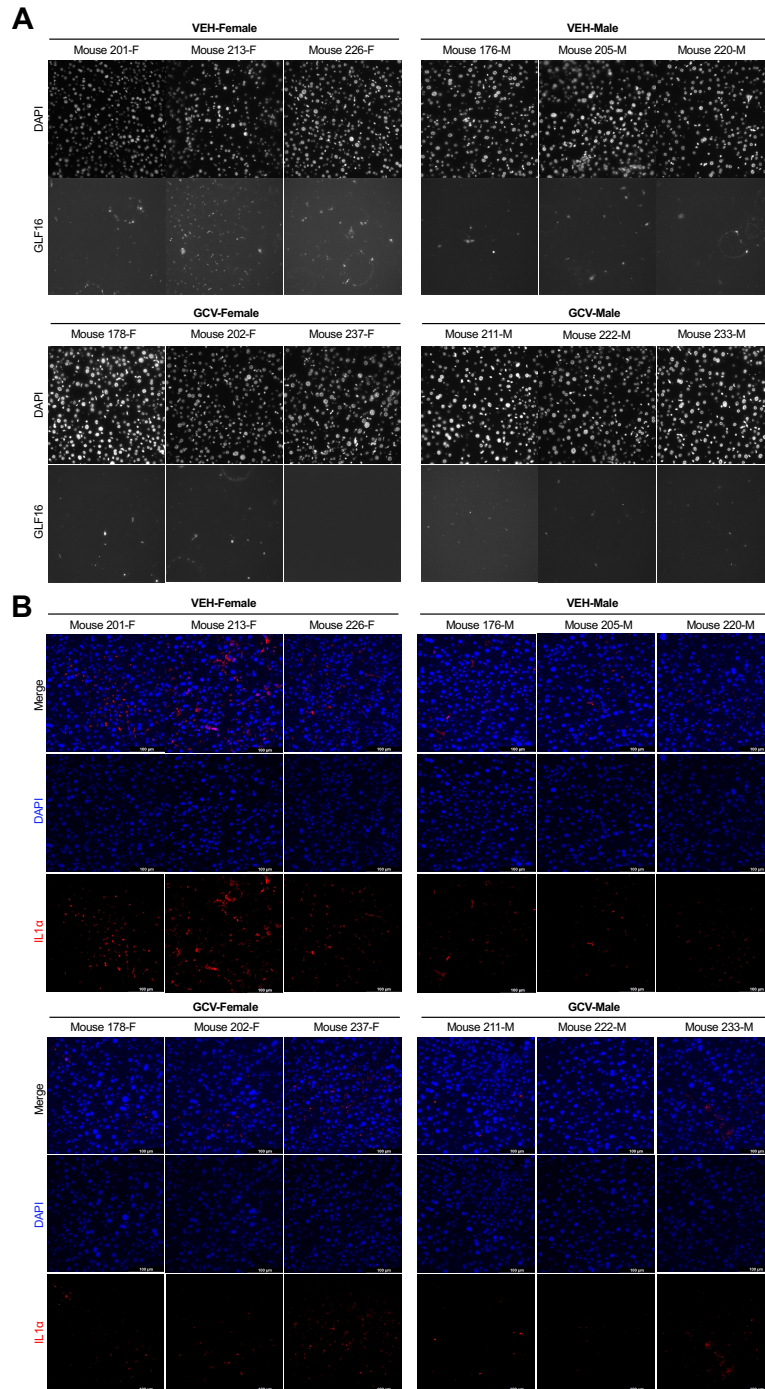

**Figure S2. GCV treatments reduce p16<sup>+</sup> cell burden in aged female mouse livers.**

(A) Representative images with separate channels of GLF16 staining in the livers of 21-month-old VEH- or GCV-treated p16-3MR female and male mice (scale bar=100  $\mu$ m, N=3 mice/group).

(B) Representative images with separate channels of IL1 $\alpha$  staining in the livers of 21-month-old VEH- or GCV-treated p16-3MR female and male mice (scale bar=100  $\mu$ m, N=3 mice/group).

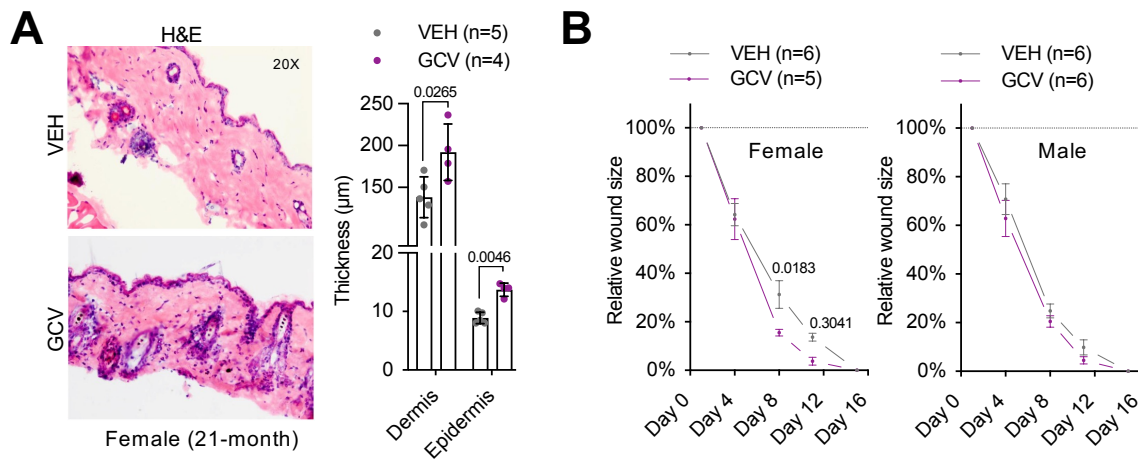

**Figure S3. Clearance of p16<sup>+</sup> cells improves skin health in aged female mice.**

(A) Histopathology of skin biopsies from 21-month-old p16-3MR female mice treated with VEH or GCV (N=4 or n = 5 mice/group).

(B) Relative wound (4-mm punch) sizes measured over 15 days (relative to day 0) for 24-month-old p16-3MR female and male mice treated with VEH or GCV (N=5 or 6 mice/group).

For **A**, multiple *t*-test data are shown as the mean  $\pm$  SD. For **B**, two-way ANOVA (Bonferroni test). Data are shown as the mean  $\pm$  SEM. The p-values are labeled on the graphs. GCV, ganciclovir, was dissolved in pH11 water. VEH: vehicle (pH11 water).

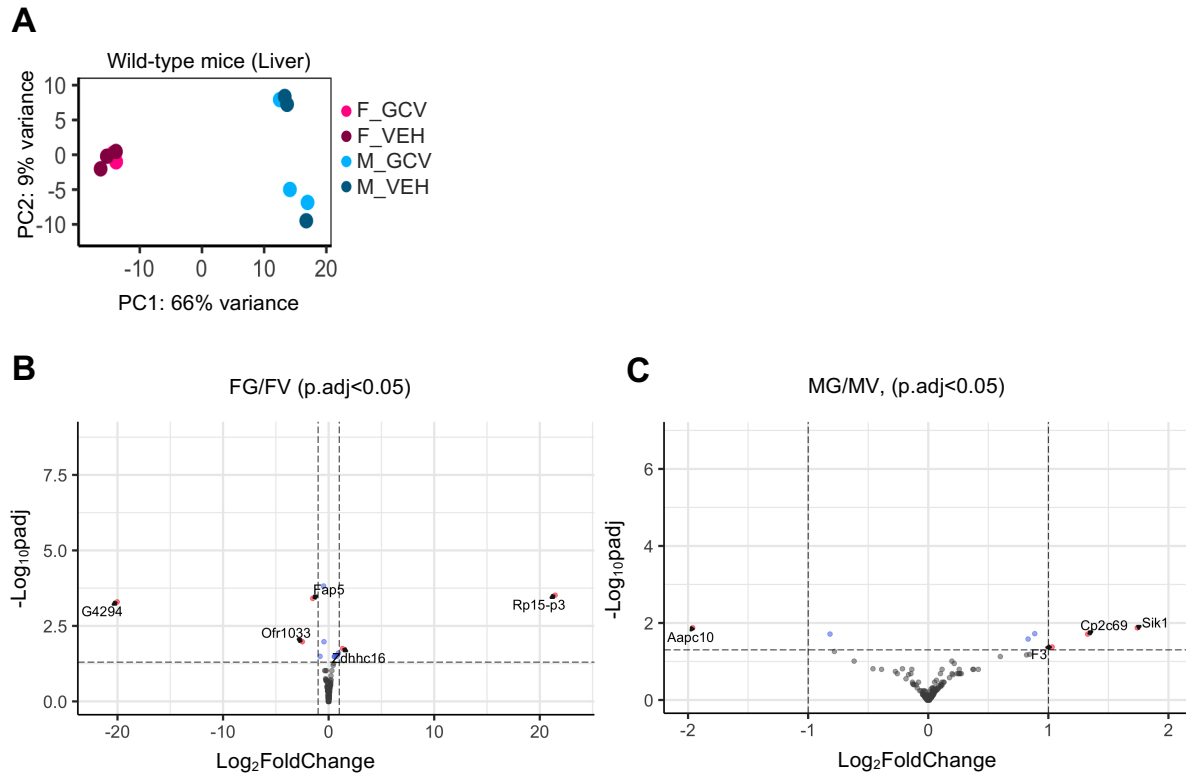

**Figure S4. Transcriptional responses to GCV treatment in wild-type livers.**

(A) Principal component analysis (PCA) of bulk RNA-Seq data of livers from wild-type female and male mice treated with GCV or vehicle. (N=3 per group).

(B) Volcano plots showing differentially expressed genes between GCV- and VEH- treated wild type female mice. (horizontal dashed line: p.adj = 0.05; vertical dashed line:  $|\log_2\text{FoldChange}| = 1$ ). (N=3 per group). Significantly altered genes are labeled with gene symbols.

(C) Volcano plots of the male mice (panel B).

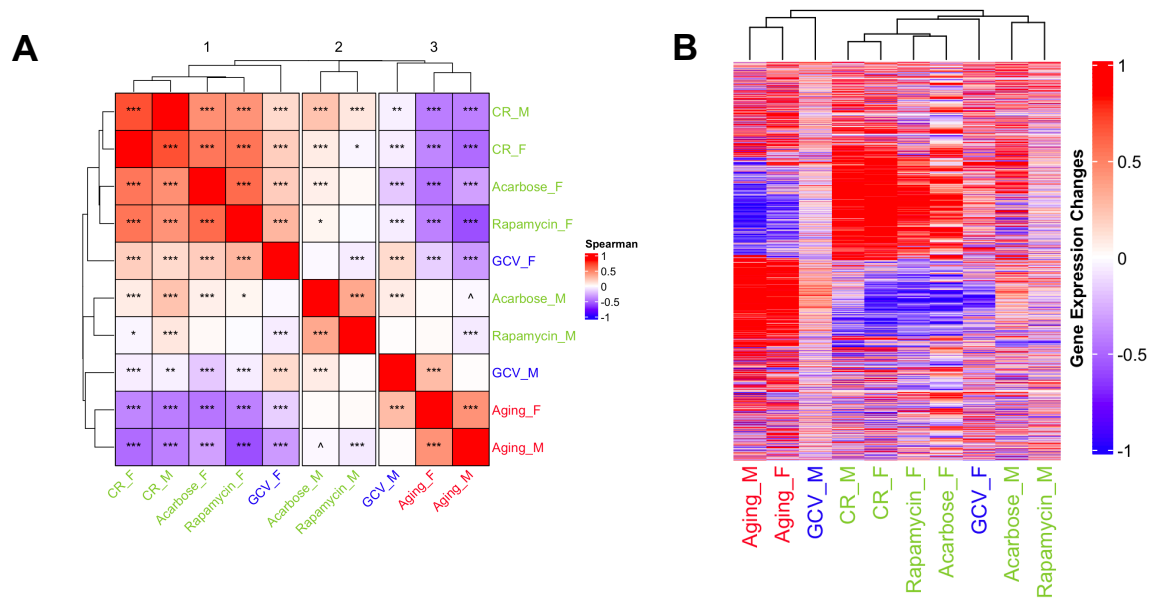

**Figure S5. Gene-level transcriptomic similarity to anti-aging interventions.**

(A) Hierarchical clustering and heatmap of Spearman correlations based on gene expression changes from the aging process, anti-aging interventions, and GCV treatment in both sexes. Gene expression changes were defined as  $-\log_{10}(p.\text{adj}) \times \text{sign}(\log_2\text{FoldChange})$ . Only genes that were significantly changed in at least one condition were included in the correlation calculation ( $p.\text{adj}<0.01$ ,  $n=4,104$  genes). The color intensity represents the correlation strength. Significance thresholds: \*\*\* $p<0.001$ , \*\* $p<0.01$ , \* $p<0.05$ , ^ $p<0.1$ .

(B) Hierarchical clustering and heat maps showing gene expression changes as defined in A. Color intensity represents gene expression changes. Detailed values are listed in Table S2.

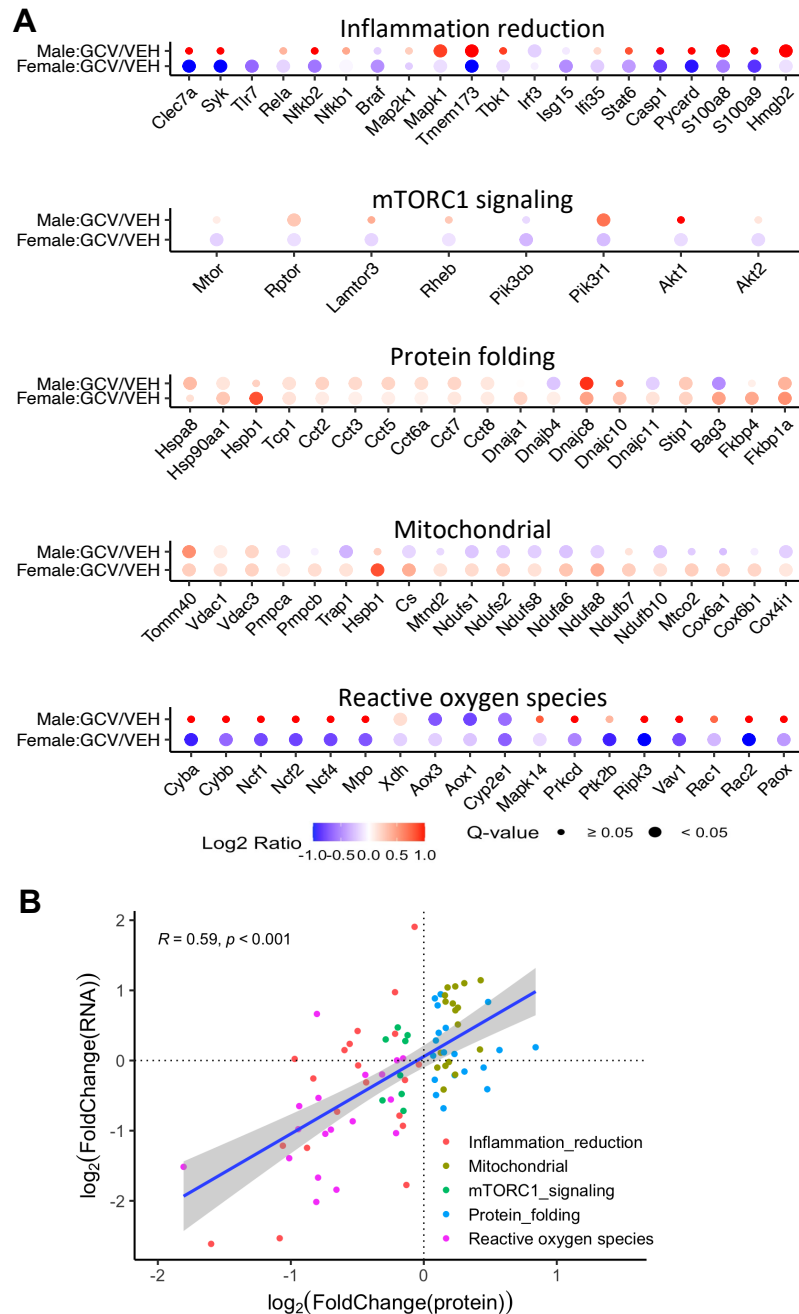

**Figure S6. GCV-induced clearance of senescent cells modulates protein expression changes in rejuvenation-associated genes in 28-month-old livers.**

(A) Sex-specific protein expression changes in response to GCV treatment, highlighting proteins linked to reduced inflammation, mTORC1 signaling, protein folding, mitochondrial function, and redox regulation. Point size reflects significance, and color indicates direction of change (N=3 mice/group). Detailed information for all proteins identified are listed in Table S5.

(B) Corresponding changes at both the protein and transcript levels in females for the genes shown in (A) with linear regression fit (blue line) and Spearman correlation ( $R=0.59, p<0.001$ ), colored by functional category.

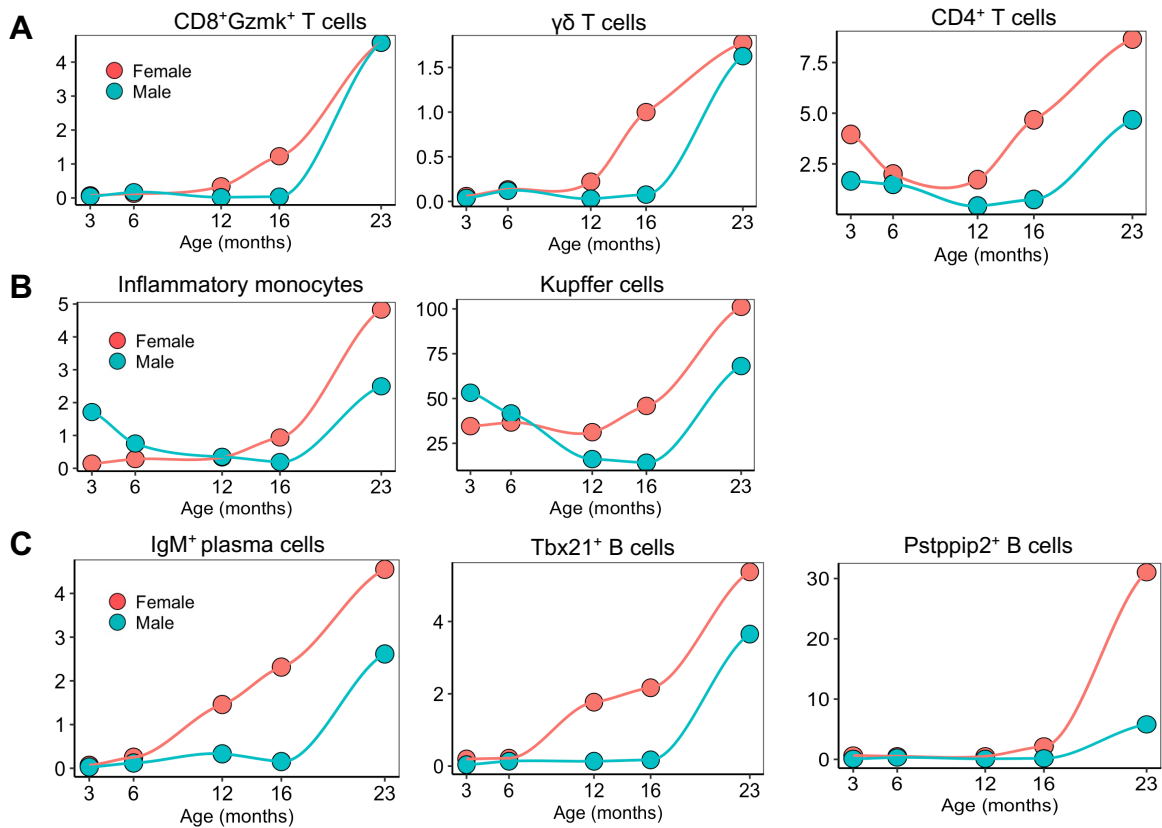

**Figure S7. Age- and sex-dependent proportions of immune senescent cell types in livers.**

(A) Relative abundance (per mille, ‰) of T cell subtypes, including CD8<sup>+</sup>Gzmk<sup>+</sup> T cells, γδ T cells, and CD4<sup>+</sup> T cells, among total liver cells. Data from Zhang et al. (2025); N = 2 mice per group at 3 and 16 months, N = 4 mice per group at 6, 12, and 23 months (applies to all panels).

(B) Relative abundance of myeloid cell subtypes, including inflammatory monocytes and Kupffer cells.

(C) Relative abundance of B cell subtypes, including IgM<sup>+</sup> plasma cells, Tbx21<sup>+</sup> aging-associated B cells, and Pstpip2<sup>+</sup> aging-associated B cells.

How the deposited data were processed for this re-analysis (not part of the article)

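Liver RNA was measured in 24 mice: 12 p16-3MR mice and 12 wild-type mice, each with 3 GCV-treated females, 3 VEH-treated females, 3 GCV-treated males and 3 VEH-treated males. The p16-3MR libraries belong to batch 1 and the wild-type libraries to batch 2, so the genotypes were fitted separately and no test between them was made. All 24 columns of the 2 deposited tables were used, and none was left out.

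The authors trimmed the Smart-3SEQ reads with TrimGalore, estimated transcript abundance with Salmon against a pre-built mouse index, summed the estimates to genes with tximport and excluded genes with fewer than 3 reads. The values the authors deposited are estimated counts (expected counts) per gene, rounded to whole numbers and not scaled for library size. The genome build of the index is not named in the paper's text, and the transcript-length offsets that tximport can pass on are not in the files. The authors tested these counts with DESeq2, shrank log2 fold changes with ashr and called genes at an adjusted p-value under 0.05. The deposited p16-3MR table lists 21755 Ensembl gene IDs, of which 21698 have a symbol in the GENCODE annotation of GRCm38 used for symbols and coordinates, and 57 do not. The deposited wild-type table lists 12643 labels, and 10496 of them were matched to exactly 1 symbol as described at the wild-type experiment.

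Total counts were 5005760 to 7160172 per p16-3MR liver and 3084517 to 5667904 per wild-type liver. The floor of 3 counts was 0.419 to 0.599 CPM and 0.529 to 0.973 CPM. These floors are shares of raw totals, not of TMM-scaled library sizes, and they cover counting error only, since PCR copies of a molecule are not independent.

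Counts were analysed with edgeR 4.0.16 in R 4.3.3: TMM normalization, 1 mean per group over the 12 livers of a genotype, the quasi-likelihood test, and Benjamini-Hochberg adjustment over all genes of the table, with calls at an adjusted p-value under 0.05. The contrasts were GCV minus VEH in females, GCV minus VEH in males, and the difference between these. CPM values are divided by TMM-scaled library sizes, and log2 CPM uses a prior count of 2. Reactome sets of 15 to 500 genes were tested with fgsea 1.28.0 on genes ranked by the signed -log10 of the unadjusted p-value, with sets called at an adjusted p-value under 0.1. GSVA scores came from gseapy 1.3.1, and groups of 3 livers were compared with two-sided exact permutation tests, which cannot give a p-value under 0.1. Sex differences in GSVA scores were tested by permuting treatment within each sex, over 9 sets. Principal components were computed on centred log2 CPM of all genes. The other tools were DESeq2 1.42.0, limma 3.58.1, ashr 2.2.63, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

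The tests for genes, sets and scores were first tested on simulated data with known answers, with 200 changed genes in the simulated counts. The tests, thresholds, comparisons and most alternatives were chosen before the data were examined. These alternatives were DESeq2, DESeq2's size factors in edgeR, limma-voom with sample quality weights, edgeR's filterByExpr in place of the filter at 3 reads, a fit of only the 6 livers of a sex, an adjusted p-value under 0.1, a replicate block in wild-type mice, other rankings and camera for sets, a mean z-score in place of GSVA, other choices of genes and scaling for principal components, other measures for correlations, and each liver left out in turn. The alternatives chosen after the data were seen were DESeq2 with each liver left out, the thinning of counts outside the largest genes, sets ranked by DESeq2, DESeq2's unadjusted p-value in the score of Table S3, ashr shrinkage, further settings for wild-type sets and for the difference between the sexes, and the settings of the gene list medians and of the transcript and protein log2 fold changes. The genes named are those the paper names, and up to 10 genes per comparison with the largest log2 fold change among those past the threshold with a mean of at least 10 counts and no overlap between treatments. The largest-change rule gave 1 gene, Fabp5, and the genes readable in Fig. S4 were added.

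Scores and log2 fold changes for other conditions were read from the available parts of Tables S2, S3, S4, S5 and S8, which hold up to 1998 rows each. The SenMayo, cell type-specific, KEGG and Gene Ontology sets and the transcription factor targets were not available, and the analyses that need them were not repeated. The secretory list was written by hand from memory of the SenMayo set and was not checked against it. The clock genes and the cell type markers were also written by hand and are not published sets.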

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

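The comparisons with other splits and assignments of the livers, and the tests of GCV-treated female 33 for a mislabelled sample, for other tissue and for depth without the largest and mitochondrially encoded genes, were chosen only after the results were seen.

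GCV-treated female 33 of the p16-3MR mice stood apart from the 5 other females in 3 measures, by the gap to the nearest liver relative to the range of the group. It had counts on 13409 genes, its 10 largest genes held 73.7% of its counts, and mitochondrially encoded genes held 64.0%. Of the 20 groups examined in this way, 4 values lay beyond the critical value, where chance gives about 1, and 3 of the 4 belong to this liver and are not independent of each other. Low depth outside its largest genes was tested by drawing the other livers down to the same number of counts outside those genes. The lowest of the other 5 females then had 14526 genes, against 13399 in liver 33, but other large and mitochondrially encoded genes still held part of the counts of liver 33. Without these genes, and with the other livers drawn down to the 747448 counts that liver 33 then has, the lowest had 13681 genes (median of 5 draws) against 13383 in liver 33. As deposited the lowest had 16804, so low depth may account for most of the difference in genes detected, though not for the shares of the largest and mitochondrially encoded genes. Tissue other than liver was tested with hand-written lists of pancreas, muscle and adipocyte genes, and the score of liver 33 was never above the other 11 livers (largest difference -1.88). A mislabelled sample was tested by Xist, whose count of 1577 in this liver, with 0 counts on Y-linked genes, is that of a female. A swap of GCV and VEH between females would not account for the pattern, since liver 33 lies outside the females of both treatments, but the pattern cannot be told apart from a female liver of other origin. RNA integrity, which the authors measured, is not given for each liver and was not tested. The other GCV-treated females, 31 and 35, had 15.8 and 22.4% of counts on mitochondrially encoded genes and 26.9 and 31.1% in their 10 largest genes. VEH-treated females had 13.3 to 21.7% and 29.5 to 31.3%. This argues against an effect of GCV on these shares that is common to the treated females. Livers 31 and 35 had counts on somewhat fewer genes (16870 and 16804) than VEH-treated females (17147 to 17727). An effect of GCV in liver 33 alone could not be separated. Without this liver, DESeq2 called 28 genes in females in place of 86, and the shares of the first principal components became 39.7% and 12.9%.

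Wild-type VEH-treated female 4 had 4.53% of its counts on mitochondrially encoded genes, and the other 5 wild-type females had at most 4.23%. This is the remaining value of the 4 named above, and chance gives about 1 in 20 groups. No biological explanation was tested, since the other VEH-treated females share its condition.

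In wild-type mice, 1 gene differed between the sexes in its response to GCV: Fabp5 (label Fap5), with a log2 difference of -2.26 (standard error 0.34, adjusted p = 0.0197 from edgeR's quasi-likelihood test). Its CPM was lower in every GCV-treated than in every VEH-treated female, which 10% of splits give by chance in a gene not chosen for its difference, as this one was, and in males the groups overlapped. The adjusted p-value was 0.0946 with DESeq2 and 3.58e-26 with the replicate block, and between 8.13e-08 and 0.130 with each of the 12 livers left out, past the threshold in 4 of those 12 fits. The log2 difference stayed between -2.80 and -2.03. Of 100 assignments of the treatment labels within each sex, 39 gave at least 1 gene with an adjusted p-value under 0.05 and 33 gave as many genes (563) with an unadjusted p-value under 0.05. The call therefore cannot be told apart from a chance difference between livers. Reads shared with pseudogenes of Fabp5 were not tested, because the deposited counts do not show them. A sex difference in the response of Fabp5 to GCV remains a hypothesis.

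In wild-type females, 27 of 502 Reactome sets had an adjusted p-value under 0.1 in data for which the paper reports no sets, 18 higher and 9 lower after GCV. The lowest adjusted p-values were those of cholesterol biosynthesis and its regulation (NES -2.24 and -2.25, adjusted p = 3.70e-05, fgsea), followed by biological oxidations (NES 2.04). In wild-type males, 1 set passed, xenobiotics (NES 2.07). Of the 4 splits of the 6 females that part as many same-numbered pairs, 1, the real split, gave 27 sets, and the others gave 3 to 25, so 4 splits cannot rule out a chance difference between livers. On simulated counts of wild-type livers without a change in any set, fgsea called 16 of 500 sets, and camera, which allows for correlation between genes, called 0 of the 27 in the real data, with 13 of 502 sets at an unadjusted p-value under 0.05. With the replicate block, 16 sets passed. The joint set of respiratory electron transport and ATP synthesis was also among the 27 (NES 1.62, adjusted p = 0.0853, fgsea), in the direction it has in p16-3MR females (NES 2.45), while respiratory electron transport alone did not pass (NES 1.51, adjusted p = 0.246). It was the only 1 of 6 sets past the threshold in females of both genotypes with the same direction, and the other 5 changed in opposite directions, such as translation initiation complex formation (NES -1.74 in wild-type and 2.31 in p16-3MR females). Across 499 sets, the NES of females of both genotypes had a Spearman correlation of -0.0135. In p16-3MR females the NES was -1.60 for xenobiotics, -0.98 for biological oxidations and 0.87 for cholesterol biosynthesis, opposite in sign to wild-type females. For the regulation of cholesterol biosynthesis it was -1.02, the same sign, and xenobiotics had -1.26 in p16-3MR males. Age, length of treatment and batch differ between the genotypes, so these values do not decide the question. An effect of GCV on lipid and xenobiotic genes in the absence of the transgene is a hypothesis that these tests leave open.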

How the results depend on the processing

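Chosen only after the results were seen were DESeq2 with each liver left out, sets ranked by DESeq2, ashr shrinkage, DESeq2's unadjusted p-value in the score of Table S3, filterByExpr and each liver left out for wild-type sets, all settings of the list medians, the fits without a liver for the Fig. S6A transcripts and proteins, and the settings named below for the difference between the sexes. Over 86 results, 787 alternatives were run: 585 kept the direction and the side of the threshold or stayed within the spread, 14 became weaker, 12 stronger, 37 reversed and 139 moved by more than the spread between livers or more than 1.5-fold. The cause of the changes below was not tested.

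With DESeq2 in place of edgeR, the genes with an adjusted p-value under 0.05 became 86 in p16-3MR females, 5 in p16-3MR males, 3 for the p16-3MR difference between the sexes, 17 in wild-type females and 1 in wild-type males. With limma-voom and sample quality weights they became 7, 145, 1 and 3 in the first 4 of these comparisons. In that fit GCV-treated male 30 held most of the weight of the GCV-treated p16-3MR males. With an adjusted p-value under 0.1, 2 genes passed in wild-type females. With edgeR's filterByExpr, 0 genes passed in wild-type females (441 at an unadjusted p-value under 0.05), and 0 for the wild-type difference between the sexes, a setting chosen after the data were seen (448 unadjusted). With only the 6 livers of the sex, 17 genes passed in wild-type females. The filter at 3 reads removes no gene, since the deposited tables hold only genes that pass it, so a fit without it is the same fit. The ranking of the paper's formula could not be run in males, where every adjusted p-value was 1.

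With the replicate block, 106 genes passed in wild-type females, 68 in wild-type males and 79 for the wild-type difference between the sexes, and 16 and 10 Reactome sets in wild-type females and males. In simulated wild-type counts without a link between same-numbered livers, the replicate block recovered 138 of 200 genes with a log2 fold change of 1, with 42 false calls against 19 without it. Whether same-numbered livers are related could not be settled from the counts, so the replicate block results rest on the numbers in the labels alone. No paired analysis was possible in p16-3MR mice because the groups share no mouse numbers.

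For Reactome sets, ranking by log2 fold change gave 66 sets in p16-3MR females and 74 in males. camera gave 0 sets in all 4 comparisons (45, 20, 13 and 8 sets at an unadjusted p-value under 0.05 in p16-3MR females and males and wild-type females and males).

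For principal components, scaling each gene to unit variance gave 25.8% for the first component in p16-3MR mice, and 19.1% and 13.2% for the first and second in wild-type mice. The 500 most variable genes gave 57.3% and 9.20% in wild-type mice.

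With each liver left out in turn, the counts of genes ranged from 0 to 1 in p16-3MR males, from 0 to 10 in wild-type females and from 0 to 46 in wild-type males, where 640 genes have an unadjusted p-value under 0.05 with all livers. For the wild-type difference between the sexes they ranged from 0 to 17, in fits chosen after the data were seen. In p16-3MR females, 0 genes passed in every such fit, with 935 to 2706 genes at an unadjusted p-value under 0.05. The counts of sets ranged from 68 to 216 in p16-3MR females, from 66 to 254 in p16-3MR males, from 12 to 25 in wild-type females and from 0 to 71 in wild-type males. The first 2 components ranged from 30.9 to 39.7% and from 12.9 to 28.3% in p16-3MR mice and from 30.0 to 32.1% and from 10.4 to 12.4% in wild-type mice.

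The correlations of GCV-treated females ranged from -0.0214 to 0.0769 with acarbose in females, from -0.0329 to 0.121 and from -0.00387 to 0.111 with calorie restriction in females and males, from 0.0605 to 0.363 and from -0.208 to -0.0968 with rapamycin in females and males, and from -0.0733 to 0.0446 and from -0.295 to -0.0531 with aging in females and males. They ranged from 0.107 to 0.260 with miR-302b and from 0.175 to 0.310 with ouabain. The SASP score difference in females ranged from -0.0679 to 0.114.

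Many results in p16-3MR males changed sign when a liver was left out, in most cases GCV-treated male 32, while the NES of translation (from 1.63 to 2.79) and the GSVA differences of the adaptive immune system (from 0.128 to 0.317), interferon gamma signaling (from 0.101 to 0.632) and the hand-written secretory list (from 0.109 to 0.490) kept theirs. The NES ranged from -2.53 to 2.31 for respiratory electron transport, from -2.22 to 2.58 for mitochondrial translation, from -0.75 to 1.92 for the adaptive immune system, from -0.63 to 2.14 for interferon gamma signaling and from -1.47 to 2.43 for extracellular matrix organization. The GSVA differences in males ranged from -3.80e-05 to 0.375 for SASP, from -0.126 to 0.220 for cellular senescence, from -0.0554 to 0.351 for extracellular matrix organization, from -0.688 to 0.0466 for respiratory electron transport, from -0.0941 to 0.372 for the pro-oxidant genes and from -0.632 to 0.0134 for the mitochondrial genes of Fig. 4D. The male correlations ranged from -0.384 to 0.0884 with miR-302b and from -0.373 to 0.0853 with ouabain, and the transcript-protein correlation of the Fig. S6A genes from -0.183 to 0.877. In settings chosen after the data were seen, the male medians of log2 fold changes ranged from -0.38 to 0.19 for the higher genes of Fig. 4D, from -0.53 to 0.21 for its mitochondrial genes, from -0.30 to 1.86 for the pro-oxidant genes, from -0.074 to 0.97 for the inflammation genes and from -0.16 to 1.13 for the hand-written secretory list.

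In p16-3MR females, the direction held in all alternatives run for the NES of respiratory electron transport, translation, mitochondrial translation, the adaptive immune system, interferon gamma signaling and extracellular matrix organization, for the 8 GSVA differences other than SASP, for the 12 named genes and for the 5 lists. The NES of the citric acid cycle (from -1.32 to 1.35) and of collagen formation (from -1.04 to 0.63) changed sign without a liver. The threshold was not held throughout for extracellular matrix organization (3 of 6 fits without a liver, ranking by log2 fold change and DESeq2) and for Srm, Pgp and Nmrk1, which pass only with DESeq2. By camera, none of these 6 sets passed, with an adjusted p-value of 0.498 for translation and 0.998 for the other 5. Depth limits the results most where counts are near 3, as for Cdkn2a, and in liver 33, where 1314252 counts remain outside its 10 largest genes.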

Differences from the paper's values

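Chosen only after the results were seen were DESeq2 with each liver left out, ashr shrinkage and the comparison of Table S3 with unadjusted p-values. The alternatives set before the data were examined are those listed with the processing.

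The paper's text gives 199 DEGs in p16-3MR females, against 0 by edgeR here (1603 at an unadjusted p-value under 0.05). DESeq2 gave 86, and none of the alternatives set before the data were examined closed the gap. DESeq2 without GCV-treated female 31, a fit chosen after seeing the values, gave 131. In p16-3MR males the paper gives 9 DEGs, against 0 here (416 unadjusted). DESeq2 gave 5, none of the alternatives set before the data were examined closed the gap, and DESeq2 without GCV-treated male 32, a fit chosen after seeing the values, gave 8. In wild-type females the paper gives 12 DEGs, against 1 here (577 unadjusted). DESeq2 (17 genes), a fit of only the 6 females (17 genes) and the fit without VEH-treated female 5 (10 genes) lie within 1.5-fold of it, as does DESeq2 without VEH-treated female 4 (14 genes), which was chosen after seeing the values, and the other alternatives do not. In wild-type males the paper gives 7 DEGs, against 0 here (640 unadjusted), and none of the alternatives closed the gap.

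The first principal component of wild-type mice holds about 66% of the variance in Fig. S4A, read by eye, against 30.2% here. With the 500 most variable genes, set before the data were examined, it held 57.3%, and with the other alternatives it did not come within 1.5-fold. The paper gives 5 to 10 (in units of 1e6) reads per sample, against 3084517 to 5667904 counts on genes per wild-type liver (3.08 and 5.67 in the same units). Reads and counts on genes are different measures, and no alternative applies.

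For respiratory electron transport, the paper's Table S4 gives an NES of 2.02 in females, against 2.42 here. Ranking by log2 fold change (2.20) and the fits without GCV-treated female 31 (2.24), GCV-treated female 35 (2.22) and VEH-treated female 28 (2.08) came within the SD between the fits without a liver, and the other alternatives set before the data were examined did not. In males the paper gives 1.02, against -0.58 here. The fits without GCV-treated male 30 (0.59), GCV-treated male 32 (2.31), VEH-treated male 25 (1.51) and VEH-treated male 26 (0.61) have the paper's sign, and the other alternatives do not. For interferon gamma signaling in males the paper gives -1.04, against 1.69 here, and only the fit without GCV-treated male 32 (-0.63) has the paper's sign.

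The paper's Table S2 gives a log2 fold change of 0.83 for Srm in females (standard error 0.51), against 1.57 here. None of the alternatives set before the data were examined closed this gap, and DESeq2 with ashr shrinkage, which the paper's methods name and which was run here after seeing the values, gave 0.67. For Cd36 the paper gives -0.42 (standard error 0.40), against -1.01 here. The fits without GCV-treated female 33 (-0.93), GCV-treated female 35 (-0.81) and VEH-treated female 27 (-0.84) differ from the paper's value by less than the larger standard error but remain farther from 0, the other alternatives set before the data were examined do not, and DESeq2 with ashr shrinkage, run after seeing the values, gave -0.20. For Plek the paper's Table S8 gives -0.39, against -2.48 here, and DESeq2 with ashr shrinkage, run after seeing the values, gave -0.20.

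The paper calls Srm, Pgp, Bysl, Cenpj, Trim12c, Entpd1 and Nmrk1 in females. With edgeR none was called (adjusted p = 0.646 to 0.685). DESeq2 called Srm, Pgp and Nmrk1 (adjusted p = 0.0490, 0.0371 and 0.0208) and did not call Bysl, Trim12c, Cenpj and Entpd1 (adjusted p = 0.0516, 0.0514, 0.436 and 0.437). Table S2 has Cry1 higher in GCV-treated females (the paper's value is 1.34), against a log2 fold change of 0.05 here. The paper describes positive correlations of GCV-treated females with calorie restriction in both sexes and with acarbose in females, and the values here are 0.0524, 0.0481 and 0.0379, with 0.0554, 0.0509 and 0.0420 from the paper's own scores over the available part of Table S3. For these and the aging values below, the paper used only genes past its threshold in any condition. That filter was not applied here, so the values are not directly comparable with the paper's. The paper describes a negative correlation with aging. The values here are -0.200 for aging in males and 0.00709 for aging in females. The paper's own scores over the available part of Table S3 give -0.207 and 0.00234. The paper describes closer correlations of GCV-treated males with rapamycin and acarbose. Its closest match of treated males, with rapamycin in males, comes from gene set scores of proteins, which were not compared here. Across genes in RNA, rho on log2 fold changes here is 0.0421 and -0.0225 with rapamycin in females and males. With acarbose in females and males it is -0.0563 and -0.000951. Over the available part of Table S3, the paper's scores for GCV equal the signed -log10 of the unadjusted p-value of DESeq2 on the deposited counts (Pearson's r 0.999992 in females and 0.999993 in males), while the formula in the methods names the adjusted p-value. The p-values of Table S2 had a Spearman correlation of 0.704 in females and 0.682 in males with those of DESeq2 here, and its base means were 0.980 to 1.30 times the mean normalized counts here (5th to 95th percentile).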

Other observations

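Chosen only after the results were seen were the comparisons with other splits and assignments (apart from those of genes at the adjusted threshold between GCV and VEH, set earlier), the thinning outside the largest genes, the relation with transcript length across all genes and the comparison with cell type markers.

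Where the real split gave 0 genes at an adjusted p-value under 0.05, every other split gives at least as many, so the comparison carries no information: 10 of 10 splits in p16-3MR females and in males, 4 of 4 in wild-type males (640 unadjusted), and 100 of 100 assignments for the p16-3MR difference between the sexes. For p16-3MR females, at an unadjusted p-value under 0.05, 1 of the 10 splits, the real one, gave 1603 genes, and the others gave 496 to 1365. DESeq2 gave as many as its 86 genes in 2 of the 10 splits, the real one and 1 other (lowest of the others 2), and fgsea as many as 128 sets in 3 of the 10 splits (the others gave 51 to 273). For p16-3MR males, 5 of the 10 splits gave as many as 416 genes unadjusted (with up to 1338 genes at the adjusted threshold in another split), 4 as many as 5 by DESeq2 and 8 as many as 135 sets. With 10 splits, no share can fall under 0.1, so the real splits cannot be told apart from a chance division of the livers. For the p16-3MR difference between the sexes, 36 of 100 assignments of treatment within each sex gave as many as 822 genes unadjusted. In wild-type mice, the 4 splits that part as many same-numbered pairs were compared, and the other 6 splits keep some pairs together. In wild-type females, 2 of 4 splits gave at least 1 gene at the adjusted threshold, and 1 of 4 gave as many genes unadjusted (577) and by DESeq2 (17). In wild-type males, 2 of 4 gave as many unadjusted, 2 of 4 as many by DESeq2 (1 gene) and 3 of 4 as many sets (1 set). Over all 10 splits, the highest counts of the others in wild-type females were 2 genes adjusted, 584 unadjusted, 5 by DESeq2 and 25 sets. In wild-type males they were 508 genes adjusted, 1906 unadjusted, 502 by DESeq2 and 84 sets.

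Explanations for the genes with an unadjusted p-value under 0.05 in p16-3MR females were tested. The groups differ in library size: the lowest total of the VEH-treated females was 262978 counts above the highest of the GCV-treated females. After every liver was thinned to the smallest total, 1562 genes remained at that threshold (median of 5 draws), but that total is liver 33's own and most of it lies in a few genes. Without the largest and the mitochondrially encoded genes 1599 remained, and 1306 when every liver was then also thinned to the smallest remaining total, 747448 counts (median of 5 draws, from 1288 to 1350). The count thus fell by less than 1.5 times in each of these tests, depth may account for part of it, and without liver 33 it was 1000. Across genes, the log2 fold change had a Spearman correlation of -0.186 with transcript length, and 4 of the 10 splits gave a relation as strong. Time of day at collection was tested with hand-written lists of clock genes. The score of evening minus morning genes was higher in GCV-treated females 33 and 35 (2.68 and 3.41) than in the VEH-treated females (-1.73 to -0.21), but not in female 31 (-1.57). The lowest GCV score was thus 1.36 below the highest VEH score (-1.36), and the difference of the means was 2.66 (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest that 3 livers against 3 allow). Of the 16 clock genes of the lists, 6 had no overlap in CPM between treatments in females (Arntl, Clock, Nfil3, Per2, Per3 and Usp2), which chance gives in 10% of genes. Arntl had 57, 9 and 6 counts in GCV-treated females 31, 33 and 35 and 211, 105 and 196 in VEH-treated females, and Clock had 125, 36 and 113 against 337, 256 and 296. Dbp, with 5, 79 and 599 against 7, 17 and 12 counts, overlapped. The score does not separate the groups, but these genes leave open that the time of collection differed, which may contribute to the changed genes. In wild-type females the score, from 2 morning and 4 evening genes, was -0.67 to -0.15 after GCV and -0.13 to 0.56 after VEH. These groups did not overlap (exact permutation test, p = 0.1), so the time of collection also stays open for Fabp5 and the sets of wild-type females. In wild-type males the groups overlapped. Of the genes called by DESeq2 in p16-3MR females, 0 are in the hand-written pancreas, muscle or adipocyte lists.

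A length or GC content bias was tested for the respiratory electron transport genes, whose transcripts are short. Their median log2 fold change in GCV-treated females was 0.57. Of 10000 random lists matched on transcript length and mean expression, 0% had a median as high (median of the lists 0.20), and of 10000 lists matched on GC content and mean expression also 0% (median -0.05). Neither bias alone accounts for the difference. It remains a hypothesis that these genes rise in GCV-treated females, since the groups of 3 cannot be told apart from a chance division of the livers.

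The score of the hand-written secretory list was compared with marker lists of 6 cell types across the 12 p16-3MR livers, as a test of whether RNA from other cells could account for its differences. With the Kupffer cell markers, Pearson's r was 0.945 (permutation p = 2e-05, 6e-05 after Benjamini-Hochberg adjustment over 6 relations) and Spearman's rho 0.944 (permutation p = 2e-05). Without the 2 livers farthest from the median marker score, GCV-treated male 32 and VEH-treated male 24, r was 0.923. Within females r was 0.959 and within males 0.968, all in batch 1. The other markers gave r = 0.951 (monocytes), 0.886 (stellate cells), 0.816 (T cells), 0.764 (sinusoidal endothelial cells) and -0.756 (hepatocytes). Within females these were 0.932, 0.498, 0.722, 0.734 and 0.217, so the relation with hepatocyte markers did not hold in females, and within males 0.982, 0.913, 0.880, 0.865 and -0.941. Without the 2 livers farthest from the median of each of these marker scores they were 0.946, 0.738, 0.867, 0.541 and -0.729, so the relations with stellate and endothelial markers rest in part on these livers. A candidate explanation for differences in this score is therefore the amount of RNA from immune and other non-hepatocyte cells in each liver, which cannot be told apart here from a change of these genes within cells, and bulk counts do not show whether the cells that differ are senescent.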
